# Comparative Transcriptome Analysis Reveals New lncRNAs Responding to Salt Stress in Sweet Sorghum

**DOI:** 10.3389/fbioe.2020.00331

**Published:** 2020-04-15

**Authors:** Xi Sun, Hongxiang Zheng, Jinlu Li, Luning Liu, Xiansheng Zhang, Na Sui

**Keywords:** sweet sorghum, non-coding regulatory, lncRNA, ceRNA network, salt tolerance

## Abstract

Long non-coding RNAs (lncRNAs) can enhance plant stress resistance by regulating the expression of functional genes. Sweet sorghum is a salt-tolerant energy crop. However, little is known about how lncRNAs in sweet sorghum respond to salt stress. In this study, we identified 126 and 133 differentially expressed lncRNAs in the salt-tolerant M-81E and the salt-sensitive Roma strains, respectively. Salt stress induced three new lncRNAs in M-81E and inhibited two new lncRNAs in Roma. These lncRNAs included lncRNA13472, lncRNA11310, lncRNA2846, lncRNA26929, and lncRNA14798, which potentially function as competitive endogenous RNAs (ceRNAs) that influence plant responses to salt stress by regulating the expression of target genes related to ion transport, protein modification, transcriptional regulation, and material synthesis and transport. Additionally, M-81E had a more complex ceRNA network than Roma. This study provides new information regarding lncRNAs and the complex regulatory network underlying salt-stress responses in sweet sorghum.

## Introduction

Salt stress is now one of the main abiotic factors constraining agricultural productivity worldwide. More than 6% of the arable soil worldwide is affected by salinity (Song and Wang, 2015; Yuan et al., 2016). When the local topsoil contains an excessive amount of soluble salts, it forms a saline-alkali soil, which damages plants to varying degrees, possibly leading to death. Salt stress may adversely affect cells by leading to ionic, osmotic, oxidative, and nutrient stresses, and can substantially decrease crop quality and quantity by disrupting plant growth and metabolism (Feng et al., 2014; Sui and Han, 2014; Yang et al., 2017; Cui et al., 2018).

Numerous recent studies have indicated that non-coding RNA can enhance the stress resistance of plants by regulating the expression of some functional genes (Xin et al., 2011; Mondal et al., 2018). Non-coding RNAs can be divided into small non-coding RNA (sncRNA) and long non-coding RNA (lncRNA) based on their length. MicroRNA (miRNA), which is an important type of sncRNA, is a single-stranded small RNA with only 21 nucleotides (nt) in plants (Seitz, 2009). Mature miRNAs form miRNA-mediated silencing complexes (MIRISCs) with AGOs and silence gene expression by cleaving and degrading the target genes (Eric, 2011). In contrast, lncRNAs are non-coding RNAs that are longer than 200 nt, and there is increasing evidence that lncRNAs are potential regulatory molecules (Mercer et al., 2009). Specifically, lncRNAs can influence gene expression at the transcriptional, post-transcriptional, epigenetic, and other levels to modulate various biological processes that enable, plants to resist abiotic and biotic stresses. There is currently considerable interest in lncRNAs among molecular biologists and geneticists. A previous study proved, that lncRNAs can function as competitive endogenous RNAs (ceRNAs) to competitively bind to the same miRNAs as mRNAs through miRNA response elements (MREs), thereby modifying target gene expression and mediating the resistance to various stresses (Yvonne et al., 2014). In plants, the standard for target mimics is much stricter than that in animals, and the positive position of the sequence must not contain paired bases (resulting in protrusions). Recent studies have revealed that lncRNAs can alter the expression of target genes through *cis*- or *trans*-regulation and can be cleaved by miRNAs to generate siRNAs to silence target genes (Wang et al., 2018; Fu et al., 2019; Rizvi and Dhusia, 2019). Additionally, some natural antisense lncRNAs help regulate target gene expression (Swiezewski et al., 2009; Huanca-Mamani et al., 2018). Although ceRNAs have been well studied in animals (Qu et al., 2015; Meng et al., 2018), relatively little is known about ceRNAs in plants, beyond the current research on the associated regulatory mechanism.

Sweet sorghum [*Sorghum bicolor* (L.) Moench], which is also known as sugar sorghum, is an annual C4 crop (family Gramineae) with a high biomass and tolerance to adverse conditions, including salinity, drought, and flooding (Guo et al., 2018). In an earlier study, we determined that the differences between the salt-tolerant sweet sorghum line (M-81E) and the salt-sensitive line (Roma) are partly due to the diversity in the regulation of certain genes in specific pathways (Yang et al., 2018). However, it remains unclear whether non-coding RNAs affect the salt tolerance of sweet sorghum. In this study, we analyzed the root transcriptomes of sweet sorghum lines M-81E and Roma via high-throughput Illumina RNA sequencing (RNA-seq). We compared the transcriptomes of these lines under salt stress conditions, by examining the differential expression of lncRNAs, miRNAs, and mRNAs, and constructed the ceRNA networks related to differentially expressed mRNAs. The results presented herein may be useful for elucidating the complex regulatory network involving non-coding RNAs underlying the tolerance of sweet sorghum to salt stress.

## Materials and Methods

### Plant Materials and Salt Treatments

On the basis of one of our previous studies (Sui et al., 2015), we selected the salt-tolerant sweet sorghum line M-81E and salt-sensitive line Roma as the experimental materials for the RNA-seq analysis. The two sweet sorghum lines were cultured at 28 ± 3°C (day/night) with 15-h photoperiod (light intensity of 600 μmol m^–2^ s^–1^) and 70% relative humidity as described by Yang et al. (2018). An earlier investigation proved that 150 mM NaCl is an appropriate concentration for detecting significant differences in physiological parameters between M-81E and Roma (Sui et al., 2015). Therefore, starting at the three-leaf stage, the plants were treated with nutrient solutions containing 0 or 150 mM NaCl. In the experimental group, the NaCl concentration was increased by 50 mM every 12 h up to the final concentration. The plants were analyzed in the subsequent experiments after a 24-h exposure to 150 mM NaCl for.

### Whole Transcriptome Library Construction and High-Throughput Sequencing

Total RNA was extracted with the TRIzol reagent (Invitrogen, CA, United States) according to the manufacturer’s protocol. The total RNA quantity and purity were analyzed with a 2100 Bioanalyzer and the RNA 6000 Nano LabChip Kit (Agilent, CA, United S), with an RIN number >7.0. Libraries of small RNAs (<50 nt) were prepared from approximately 1 μg total RNA with the TruSeq Small RNA Sample Preparation Kit (Illumina, San Diego, CA, United States). Approximately 10 μg total RNA was treated with the Epicentre Ribo-Zero Gold Kit (Illumina, San Diego, CA, United States) to eliminate ribosomal RNA, after which the mRNA was purified and fragmented, with the mRNA-Seq sample preparation kit (Illumina, San Diego, CA, United States). Reverse transcribed cleavage of RNA fragments was used to generate de-RNA strand-specific de-RNA >200 nt. Single-end and paired-end sequencing analyses were performed with the Illumina HiSeq 2500 and Illumina HiSeq 4000 systems, respectively, at LC-BIO (Hangzhou, China). The SE50 strategy was used for the small RNA library and the 150PE on-board strategy was used for the de-RNA chain-specific library.

### Assembly and Identification of lncRNAs

The raw sequencing reads were cleaned with Cutadapt, whereas FastQC^1^ was used to verify the sequence quality. The reads were mapped to the assembled transcripts of the sweet sorghum genomic sequence with Bowtie2 and TopHat2, and then assembled with StringTie (Pertea et al., 2015). These reads were screened to filter out the known mRNAs encoding proteins, transcripts <200 bp, and transcripts with fewer than <3 reads (Langmead and Salzberg, 2012; Kim et al., 2013). The coding potential calculator (CPC), coding-non-coding index (CNCI) and Pfam were then used to predict the transcripts with coding potential, and all transcripts with a CPC score <−1 and a CNCI score <0 were discarded. Finally, the remaining transcripts with one or more exons and with class codes (i, j, o, u, and x) were defined as lncRNAs (Kong et al., 2007; Finn et al., 2009). The class codes represented the following: where i, a transfrag falling entirely within a reference intron; j, potentially novel isoform (fragment) with at least one splice junction shared with a reference transcript; o, generic exonic overlap with a reference transcript; u, unknown and intergenic transcript; and x, exonic overlap with a reference sequence on the opposite strand (Figure 2B). The raw sequence data has been uploaded to NCBI under accession number GSE145748^2^.

### Analysis of Differentially Expressed Genes and Differentially Expressed lncRNAs

StringTie was used to calculate the fragments per kilobase of exon model per million mapped fragments (FPKM) values, which were used to represent the gene and lncRNA expression levels (Pertea et al., 2015). The differentially expressed genes (DEGs) and differentially expressed lncRNAs (DELs) were identified with the R package Ballgown with log_2_(fold-change) > 1 or <−1 and *p* < 0.05 (Frazee et al., 2015).

### Predicting and Analyzing lncRNA-miRNA-mRNA Relationship Pairs

According to our RNA-seq data, the principle of scoring prediction based on the complementary pairing principle of sequences, using TargetFinder software to predict miRNA targets (Allen et al., 2005; Fahlgren and Carrington, 2010). The predictions were based on the following rules: (1) the middle of the miRNA sequence is complementary to the base of the lncRNA, but this position produces a 3–5-nt bulge on the lncRNA; (2) no more than four total mismatches are allowed in the non-intermediate region of each miRNA, and there should be no more than two consecutive nt mismatches; and (3) no protrusions are allowed in the non-intermediate region of the miRNA. Cytoscape^3^ was then used to construct a putative network of interactions.

### Quantitative Real-Time PCR Analysis

The relative expression levels of lncRNAs, miRNAs, and mRNAs were analyzed by quantitative real-time PCR (qRT-PCR). A total plant RNA extraction kit (Hua Yueyang, Beijing, China) was used to prepare RNA samples for the M-81E and Roma plants treated with 0 and 150 mM NaCl for 24 h (Sui et al., 2015). Total RNA was isolated from the primary root. The RNA was quantified with the Nanodrop-ND-1000 Spectrophotometer (Thermo Fisher Scientific, Wilmington, DE, United States). The sweet sorghum actin gene was used as an endogenous reference gene for lncRNAs and mRNAs, and *U6* was used as an endogenous reference gene for miRNAs. The stem-loop method was used to reverse transcribe the miRNAs. Primer sequences are listed in Supplementary Table 1.

## Results

### High-Throughput Sequencing and DEG Analysis

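Roots of the salt-tolerant sweet sorghum line M-81E and of the salt-sensitive line Roma were compared after 24 h without added NaCl (CK) or with 150 mM NaCl (salt), the concentration given in the paper. The sample labels give the 24 h of salt but no concentration. Each of the 4 groups had 3 libraries. The paper describes libraries made after removal of ribosomal RNA and sequenced in pairs with strand information, and also small RNA libraries. The sample labels name only the kit that the paper gives for the small RNA libraries. The authors mapped the reads to the sorghum genome with TopHat2, assembled transcripts with StringTie and deposited 1 table of FPKM, fragments counted per length of transcript and scaled to the mapped fragments of the library, for 34352 loci in 12 libraries. Of these loci, 26445 carry a number given by StringTie, 7879 a SORBI identifier and 28 an ENSRNA identifier. A single locus can hold several annotated genes, as 1247 loci do, and its FPKM cannot then be divided between them. The table holds no read counts. Over 6289 loci that stayed at or below 0.3 FPKM, the spacing of the lowest values gave each library's depth relative to M-81E-CK1. This relative depth was 0.993 to 1.018 in M-81E-CK (median 1.0), 0.851 to 1.03 in M-81E-salt (median 1.011), 0.814 to 0.938 in Roma-CK (median 0.878) and 0.994 to 1.041 in Roma-salt (median 1.005). The paper's Supplemental Table 2 reports 89544103 valid reads for M-81E-CK, 88662485 for M-81E-salt, 89279592 for Roma-CK and 90733094 for Roma-salt. FPKM values are already divided by the mapped fragments of each library, so neither depth entered the tests again. The FPKM of a library summed to between 272193 and 280729 in M-81E-CK (median 274195), 267572 and 271351 in M-81E-salt (median 269260), 284268 and 301374 in Roma-CK (median 288118), and 282710 and 305677 in Roma-salt (median 302869). The 10 loci with the highest FPKM held 6.93 to 14.82% of a library's sum.

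Within each line, limma was fitted to log2(FPKM + 1) of the 6 libraries, with moderated variances that follow the mean. A DEG had an unadjusted limma p under 0.05 and a ratio of the mean FPKM of salt to CK of at least 1 in size on the log2 scale, without a pseudocount. The pseudocount of 1 makes limma's log2 fold changes smaller than these ratios at loci with low FPKM. Benjamini-Hochberg adjusted p-values were computed over all loci tested. For single loci, a two-sided exact permutation test of the group means was added, whose p cannot fall below 0.1 with 3 libraries against 3. Some loci with high FPKM in most libraries of a group are listed at 0 in another library of that group, so a 0 is reported here as a listed value and not as absence of expression.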

The whole transcriptome sequencing analysis was completed with three biological replicates for each sample (M-81E-CK1, M-81E-CK2, M-81E-CK3, M-81E-salt1, M-81E-salt2, M-81E-salt3, Roma-CK1, Roma-CK2, Roma-CK3, Roma-salt1, Roma-salt2, and Roma-salt3). Single-end sequencing with the Illumina HiSeq 2500 system and paired-end sequencing with the Illumina HiSeq 4000 system were used to generate more than 363,000,000 raw reads from the control and salt-stressed M-81E and Roma samples. Approximately 54.5 and 53.7 G of raw and valid reads, respectively, were detected (i.e., more than 98% of the raw reads were valid reads; Supplementary Table 2). To assess the quality of the RNA-seq data, Fast QC was used to assign a quality score (Q) to each base in the reads with a phred-like algorithm (Ewing et al., 1998). The analysis confirmed that the data were highly reliable.

After mapping to the sweet sorghum genome, approximately 86.14, 84.93, 80.62, and 87.53% of the reads were mapped in the M-81E-CK, M-81E-salt, Roma-CK, and Roma-salt samples, respectively, with more than 74.59, 72.44, 69.04, and 76.17% uniquely mapped reads, respectively (Supplementary Table 2). The set of unique mapped reads was mapped to exons (94.14% of M-81E-CK, 94.04% of M-81E-salt, 93.64% of Roma-CK, and 94.10% of Roma-salt), introns (4.72% of M-81E-CK, 4.78% of M-81E-salt, 5.14% of Roma-CK, and 4.65% of Roma-salt), and intergenic regions (1.14% of M-81E-CK, 1.18% of M-81E-salt, 1.22% of Roma-CK, and 1.25% of Roma-salt) (Figure 1A). The results revealed that lncRNAs in sweet sorghum are predominantly derived from exon transcripts.

**FIGURE 1:**
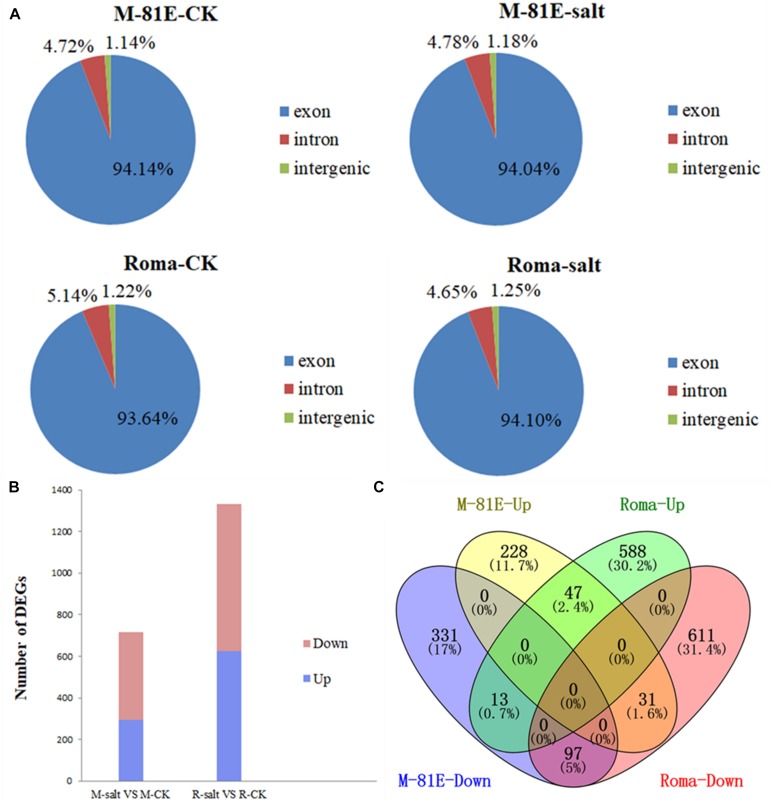
Unique reads mapped to various genomic regions, and identification and characterization of DEGs in M-81E and Roma between salt stress and control samples. **(A)** Unique reads mapped to various genomic regions. **(B)** Numbers of DEGs. **(C)** Venn diagram showing DEGs typically expressed in M-81E and Roma samples.

**FIGURE 2:**
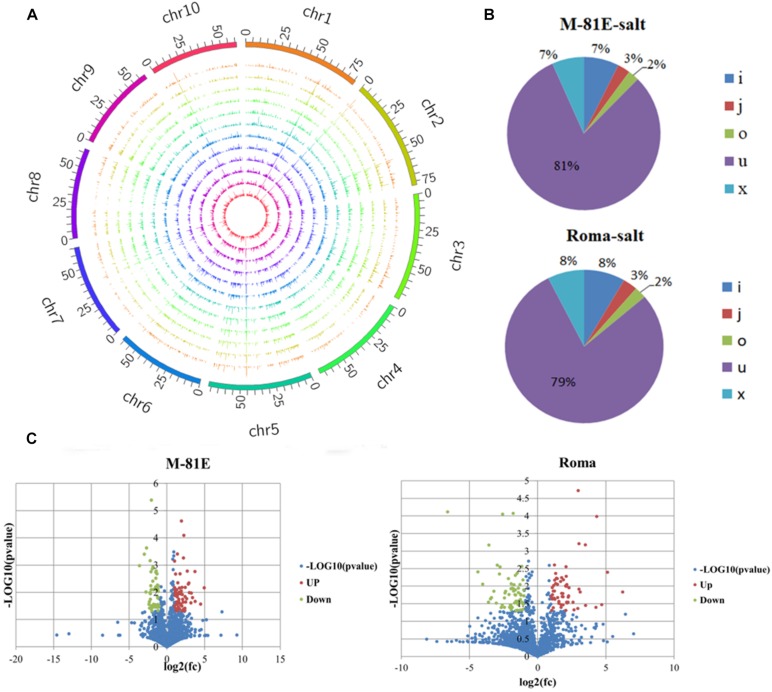
Identification and characterization of DELs. **(A)** Distribution of lncRNA on the chromosomes. **(B)** Unique reads mapped to various genomic regions. I, a transfrag falling entirely within a reference intron; j, potentially novel isoform (fragment) with at least one splice junction shared with a reference transcript; o, generic exonic overlap with a reference transcript; u, unknown, intergenic transcript; x, exonic overlap with reference on the opposite strand. **(C)** Number of DELs identified in M-81E-CK vs M-81E-salt and Roma-CK vs Roma-salt. Among them, the blue points indicate the DELs (–1 > log_2_(fc) > 1), the green points indicate the downward adjustment of DELs (log_2_(fc) < –1, *P* ≤ 0.05), and the red points indicate the upward adjustment of DELs(log_2_(fc) > 1, *P* ≤ 0.05).

After calculating the expression level of each gene (FPKM), 714 genes were identified as differentially expressed between M-81E-CK and M-81E-salt [log_2_(fold-change) ≤−1 or ≥1, *p* < 0.05]. 

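Of the loci in the table, 32212 were above 0 FPKM in at least 1 of the 6 M-81E libraries and were tested. An unadjusted limma p under 0.05 was obtained at 4934 loci, or 15.32% of those tested. With the fold threshold, 2117 loci were DEGs between M-81E-CK and M-81E-salt. After Benjamini-Hochberg adjustment, 266 loci had an adjusted limma p under 0.05, and 231 of these were among the DEGs. At 95.8% of the DEGs, the 3 salt libraries lay all above or all below the 3 CK libraries, compared with 22.1% of the loci tested and with 10% by chance. The mean FPKM over the 6 libraries was under 1 at 1304 DEGs (61.6%). Of the single choices varied, taking the fold from limma on log2(FPKM + 1) moved the number of DEGs most, to 471.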

Among these DEGs, 293 and 421 were up-regulated and down-regulated, respectively. 

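In M-81E, 989 DEGs were up-regulated and 1128 were down-regulated. At 66 of the up-regulated DEGs all 3 CK libraries were listed at 0, and at 79 of the down-regulated DEGs all 3 salt libraries were. Among the loci with an adjusted limma p under 0.05, 107 were higher and 159 lower in M-81E-salt. The DEGs with the largest limma log2 fold changes are given here, from the 89 up-regulated and 142 down-regulated DEGs that passed the adjustment without overlap between the groups. SORBI_3003G215700 rose from 0.433 ± 0.027 FPKM in M-81E-CK to 23.5 ± 7.89 FPKM in M-81E-salt (SD, n = 3), and its limma log2 fold change was 4.04 (standard error 0.27, Benjamini-Hochberg adjusted p = 0.00884). Its values in Roma fell into separate levels within each treatment, with 34.5, 29.0 and 0.349 FPKM in the CK libraries and 28.8, 14.9 and 0.223 FPKM in the salt libraries. SORBI_3002G343600 was listed at 0 in the 3 CK libraries and at 21.8, 18.2 and 17.5 FPKM in the salt libraries of M-81E (limma adjusted p = 0.000416). In Roma it was listed at 29.62, 33.74 and 2.939 FPKM in CK and at 34.5, 0 and 0 FPKM in salt. SORBI_3007G008000 was listed at 0 in the CK libraries of M-81E and at 7.19, 11.4 and 11.8 FPKM in the salt libraries (limma adjusted p = 0.00667). In Roma it was listed at 1.102, 0 and 0 FPKM in CK and at 0, 0 and 1.78 FPKM in salt. Among the down-regulated DEGs, SORBI_3003G110200 had 239.5, 274.0 and 287.7 FPKM in M-81E-CK and was listed at 0 in the 3 salt libraries (limma adjusted p = 1.62e-05). In Roma the same locus was listed at 117.4, 134.8 and 0 FPKM in CK and at 0, 75.22 and 0 FPKM in salt. SORBI_3004G191300 had 60.3, 60.8 and 66.9 FPKM in the CK libraries of M-81E, and SORBI_3006G194200 had 20.6, 19.4 and 23.2 FPKM. Both were listed at 0 in the salt libraries of M-81E (limma adjusted p = 2.13e-05 and 0.000243). In Roma, SORBI_3004G191300 was listed at 0, 33.45 and 0 FPKM in CK and at 9.05, 7.195 and 3.925 FPKM in salt. SORBI_3006G194200 was listed there at 0.323, 0.888 and 0 FPKM in CK and at 0, 0.105 and 0.0374 FPKM in salt. Across the alternatives, the highest adjusted p was 0.0257 at SORBI_3004G191300 and between 0.0574 and 0.17 at the other 5 loci.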

Additionally, 1,331 genes were differentially expressed between Roma-CK and Roma-salt, of which 623 were up-regulated and 708 were down-regulated (Figure 1B).

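In Roma, 32264 loci were tested and 5768 of them (17.88%) had an unadjusted limma p under 0.05. The DEGs between Roma-CK and Roma-salt numbered 3096, of which 1663 were up-regulated and 1433 were down-regulated. The adjusted limma p was under 0.05 at 587 loci, 334 of them higher and 253 lower in Roma-salt, and 489 of them were DEGs. The groups did not overlap at 95.7% of the DEGs and at 24.6% of the loci tested. At 1599 DEGs (51.6%) the mean FPKM of the Roma libraries was under 1. All 3 CK libraries were listed at 0 at 108 of the up-regulated DEGs, and all 3 salt libraries at 77 of the down-regulated DEGs. The loci named next had the largest limma log2 fold changes among the 283 up-regulated and 206 down-regulated DEGs with an adjusted limma p under 0.05 and no overlap. The locus named snoZ112 was listed at 0, 0 and 2.65 FPKM in Roma-CK and at 164.4, 196.5 and 141.9 FPKM in Roma-salt (limma adjusted p = 0.0155). In M-81E it was listed at 2.414, 2.154 and 127.9 FPKM in CK and at 258.9, 363.1 and 0 FPKM in salt, so its values fell into separate levels within each treatment. SORBI_3009G215700, which the table describes as a late embryogenesis abundant protein 3, rose from 6.20 ± 1.07 to 551.1 ± 321.1 FPKM (SD, n = 3), and its limma log2 fold change was 6.12 (standard error 0.40, adjusted p = 0.00861). SORBI_3003G292400, described as a malic enzyme precursor, rose from 0.439 ± 0.040 to 28.5 ± 22.6 FPKM, a limma log2 fold change of 4.10 (standard error 0.50, adjusted p = 0.0324). SORBI_3003G261100 fell from 64.2 ± 8.97 to 3.41 ± 4.32 FPKM, a limma log2 fold change of -4.31 (standard error 0.66, adjusted p = 0.0471). In M-81E its values fell into separate levels within the salt group, at 31.34, 0.4677 and 21.25 FPKM, beside 0.8925, 0.7466 and 0.8854 FPKM in CK. SORBI_3002G246200 had 23.9, 23.7 and 23.3 FPKM in Roma-CK and was listed at 0 in Roma-salt, and it was listed at 0 in all 6 libraries of M-81E. SORBI_3003G427400 had 13.4, 12.6 and 18.0 FPKM in Roma-CK and was listed at 0 in Roma-salt. The adjusted limma p of these loci was 0.000299 and 0.00311. Under at least 1 alternative the adjusted p of each of the 6 loci was above 0.05, with the highest values between 0.102 and 0.24.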

A Venn diagram of the DEGs indicated that 228 genes in M-81E and 588 genes in Roma were uniquely up-regulated, whereas 47 up-regulated genes were co-expressed in M-81E and Roma. 

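By the same thresholds, 766 genes were up-regulated only in M-81E, 1446 only in Roma and 181 in both lines. Among the 30124 loci tested in both lines, 50.2 would be up-regulated in both if the calls in the 2 lines were unrelated. The odds ratio was 4.64 (Fisher's exact test, two-sided, p = 4.15e-53). Loci are not independent replicates, so this p describes these calls and not the 2 lines in general. Genes up-regulated or down-regulated in both lines numbered 390, and taking the fold from limma moved this number most, to 102.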

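For the genes with lower FPKM in salt, 883 passed the thresholds only in M-81E, 1182 only in Roma and 209 in both lines. The number expected in both lines from unrelated calls was 48.3, and the odds ratio was 5.88 (Fisher's exact test, two-sided, p = 9.74e-76). A call in a single line does not show that the response differed between the lines. Of the 4277 genes called in a single line in either direction, 404 had an adjusted p under 0.05 in limma's test of the interaction of line and treatment over the 12 libraries.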

Among the down-regulated genes, 331 were M-81E-specific, 611 were Roma-specific, and 97 were co-expressed in both M-81E and Roma. Moreover, 31 genes were down-regulated in Roma but up-regulated in M-81E, whereas 13 genes were down-regulated in M-81E but up-regulated in Roma (Figure 1C).

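In opposite directions, 42 genes were up-regulated in M-81E and down-regulated in Roma, and 36 were down-regulated in M-81E and up-regulated in Roma. Unrelated calls would give 43.2 and 56.1 genes, with odds ratios of 0.97 (Fisher's exact test, two-sided, p = 0.937) and 0.62 (p = 0.00407). Of these 78 genes, 51 had an adjusted limma p under 0.05 for the interaction of line and treatment. Among the genes called in the same direction in both lines, 27 did. With loci of a mean of at least 1 FPKM only, the genes with opposite directions numbered 30, and with limma's log2 fold change as the threshold they numbered 20.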

The DEGs between the control and NaCl-treated plants were functionally annotated based on a gene ontology (GO) analysis (Supplementary Figure S1). In M-81E, 21,754 genes were assigned 900 Level-2 GO terms, of which 11 DEGs with a specific GO term were related to salt-stress responses. 

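The table gives GO terms for 21776 loci. In M-81E, 21155 of the tested loci and 1277 of the DEGs carried a GO term, and the DEGs carried 1440 distinct terms. The term "response to salt stress" was carried by 12 DEGs, of which 8 were up-regulated and 4 were down-regulated. Among all tested loci of M-81E, 308 carried this term. The share of DEGs with the term did not differ from that of the other tested loci after adjustment (odds ratio 0.57, Fisher's exact test, two-sided, Benjamini-Hochberg adjusted p = 0.0843 over 16 tests of 8 terms in the 2 lines). Among loci with any GO term, the odds ratio was 0.63 (exact test, adjusted p = 0.157). Under limma's log2 fold change as the threshold, 3 DEGs of M-81E carried the term.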

In Roma, 21,754 genes were assigned to 1,324 Level-2 GO terms, of which 31 DEGs with a specific GO term were associated with salt-stress responses. 

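In Roma, 21129 of the tested loci and 1973 of the DEGs carried a GO term, and the DEGs carried 1801 distinct terms. Salt-stress response was a term of 39 DEGs, 25 of them up-regulated and 14 down-regulated, among 307 tested loci with the term. The odds ratio was 1.38 (Fisher's exact test, two-sided, adjusted p = 0.0968), and 1.42 among loci with any GO term (adjusted p = 0.0761 from the same exact test). Whether the share of such genes differed between M-81E and Roma was not tested.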

In the biological process category, the “biological process” and “regulation of transcription, DNA-templated” terms were the most prominent in M-81E and Roma. 

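Counted by DEGs, "biological_process" ranked first among the biological process terms, with 135 DEGs in M-81E and 193 in Roma. The term "regulation of transcription, DNA-templated" was carried by 78 and 146 DEGs. DEGs carried the general term less often than the other tested loci, with odds ratios of 0.72 in M-81E (Fisher's exact test, adjusted p = 0.000751) and 0.70 in Roma (adjusted p = 4.68e-06). For regulation of transcription the shares did not differ, with odds ratios of 0.82 (exact test, adjusted p = 0.114) and 1.07 (adjusted p = 0.435).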

The most highly enriched terms in the cellular component category for M-81E and Roma were “nuclear” and “plasma membrane.” 

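Of all terms, "nucleus" was carried by the most DEGs, 286 in M-81E and 455 in Roma, and "plasma membrane" followed with 181 and 314. The term "integral component of membrane" came next with 158 and 253 DEGs. Among the loci tested, 5815 in M-81E and 5817 in Roma carried the term "nucleus". Its odds ratios among DEGs were 0.69 in M-81E (Fisher's exact test, adjusted p = 1.08e-07) and 0.76 in Roma (adjusted p = 1.9e-06).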

In the molecular function category, “molecular function” and “ATP binding” were the most represented GO terms in M-81E, but “molecular function” and “protein binding” were the most represented GO terms in Roma (Supplementary Figure S1). These results implied that salt stress may affect plants by changing the plasma membrane structure and function.

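For molecular function terms, "molecular_function" was carried by 136 DEGs in M-81E and 208 in Roma. "Protein binding" was carried by 74 and 140 DEGs, and "ATP binding" by 65 and 112. In M-81E, the odds ratios against the other tested loci were 0.80 for "molecular_function" (Fisher's exact test, adjusted p = 0.0246), 0.57 for "protein binding" (adjusted p = 4.68e-06) and 0.67 for "ATP binding" (adjusted p = 0.00333). In Roma, they were 0.83, 0.75 and 0.80, with adjusted p-values of 0.0246, 0.00333 and 0.0428. Among loci with any GO term, the lower share held for "protein binding" in M-81E (odds ratio 0.62, exact test, adjusted p = 0.000215) and in Roma (0.77, adjusted p = 0.0128) and for "ATP binding" in M-81E (0.73, adjusted p = 0.0307). It did not pass for "ATP binding" in Roma (adjusted p = 0.085) or for "molecular_function" in M-81E (adjusted p = 0.205) and Roma (adjusted p = 0.0736).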

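In M-81E, 96 DEGs with the term "plasma membrane" were up-regulated and 85 were down-regulated. In Roma, 156 were up-regulated and 158 were down-regulated. The term was carried by 2920 of the tested loci in M-81E and by 2928 in Roma. Its odds ratio among DEGs was 0.93 in M-81E (Fisher's exact test, two-sided, adjusted p = 0.435) and 1.15 in Roma (adjusted p = 0.0471). From the terms carried by the DEGs, the paper proposes that salt stress acts on the structure and function of the plasma membrane.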

### Identification and Characterization of lncRNAs

After an analysis of all transcripts from the RNA-seq data as well as the functional annotation and filtration, 2,176 unique lncRNAs were identified for the M-81E and Roma samples. These lncRNAs were evenly distributed on the 10 sweet sorghum chromosomes (Figure 2A). Moreover, we compared the distribution of the transcript length and number, exon number and expression levels of lncRNAs and mRNAs (Supplementary Figure S2). The mRNA transcripts were not only longer than the lncRNA transcripts, and they were but also more abundant and expressed at higher level. The lncRNAs were mostly enriched in segments with transcripts shorter than 300 nt and mostly comprised one exon. These results differ from those of a previous study (Yang et al., 2019), likely because of the apparent species specificity of these sweet sorghum lncRNAs. Additionally, the lncRNA open reading frames were less abundant and shorter than the mRNA open reading frames (Supplementary Figure S3).

On the basis of the genomic locations of lncRNAs in M-81E, 7% of the lncRNAs had an exonic overlap with a reference sequence on the opposite strand (x); 7% of the lncRNAs were transfrags entirely within a reference intron (i); 3% of the lncRNAs were potentially novel isoforms (fragments) with at least one splice junction shared with a reference transcript (j); 2% of the lncRNAs had a generic exonic overlap with a reference transcript (o); and 81% of the lncRNAs were unknown and intergenic transcripts (u). In Roma, 8% of the lncRNAs had an exonic overlap with a reference sequence on the opposite strand (x); 8% of the lncRNAs were transfrags entirely within a reference intron (i); 3% of the lncRNAs were potentially novel isoforms (fragments) with at least one splice junction shared with a reference transcript (j); 2% of the lncRNAs had a generic exonic overlap with a reference transcript (o); and 79% of the lncRNAs were unknown and intergenic transcripts (u) (Figure 2B).

Of these 2,176 lncRNAs, 126 DELs [log_2_(fold-change) ≤−1 or ≥1, *p* < 0.05] were identified by comparing the M-81E-salt and M-81E-CK samples. These DELs included 71 up-regulated and 55 down-regulated lncRNAs (Figure 2C). A total of 133 DELs [log_2_(fold-change) ≤−1 or ≥1, *p* < 0.05] were identified in the Roma samples, including 68 up-regulated and 65 down-regulated lncRNAs (Figure 2C).

#### Analysis of lncRNA-Related ceRNA Networks in Sweet Sorghum Roots and a Functional Enrichment Analysis of Related DEGs

Previous studies proved that lncRNAs can function as ceRNAs and regulate gene expression at the post-transcriptional level (Zhang et al., 2018; He et al., 2019). Additionally, lncRNAs serve as target mimics that interact with miRNAs thereby preventing miRNAs from completely degrading their targets (Wu et al., 2013; Deng et al., 2018; Meng et al., 2018). To assess the regulatory patterns of non-coding RNA-related ceRNA interactions in sweet sorghum roots, lncRNA-miRNA-mRNA pairs were predicted in the treated and control of M-81E and Roma samples. Cytoscape^4^ was then used to construct a putative network of interactions. Consequently, 672 lncRNA-miRNA-mRNA interactions were predicted in the global ceRNA network, of which 477 and 195 were predicted in M-81E and Roma, respectively (Supplementary Figure S4). Furthermore, 13 lncRNAs were involved in the 672 lncRNA-miRNA-mRNA regulatory networks, of which seven were in M-81E and six were in Roma.

To further elucidate how the DELs confer salt tolerance to sweet sorghum, we functionally characterized the genes regulated by the 13 lncRNAs based on a GO analysis (Figure 3). In the biological process category, addition to “transcriptional regulation,” the protein-encoding genes in M-81E were enriched with other terms, including “redox process” and “defense reaction,” whereas in Roma, the terms “defense reaction” and “protein phosphorylation” were enriched. In the cellular component category, besides the term “nucleus” and “cytoplasm” were the most enriched terms in M-81E, whereas, “plasma membrane” was the most enriched term in Roma. In the molecular function category, “protein binding” and “ATP binding” were the most enriched GO terms in M-81E and Roma.

**FIGURE 3:**
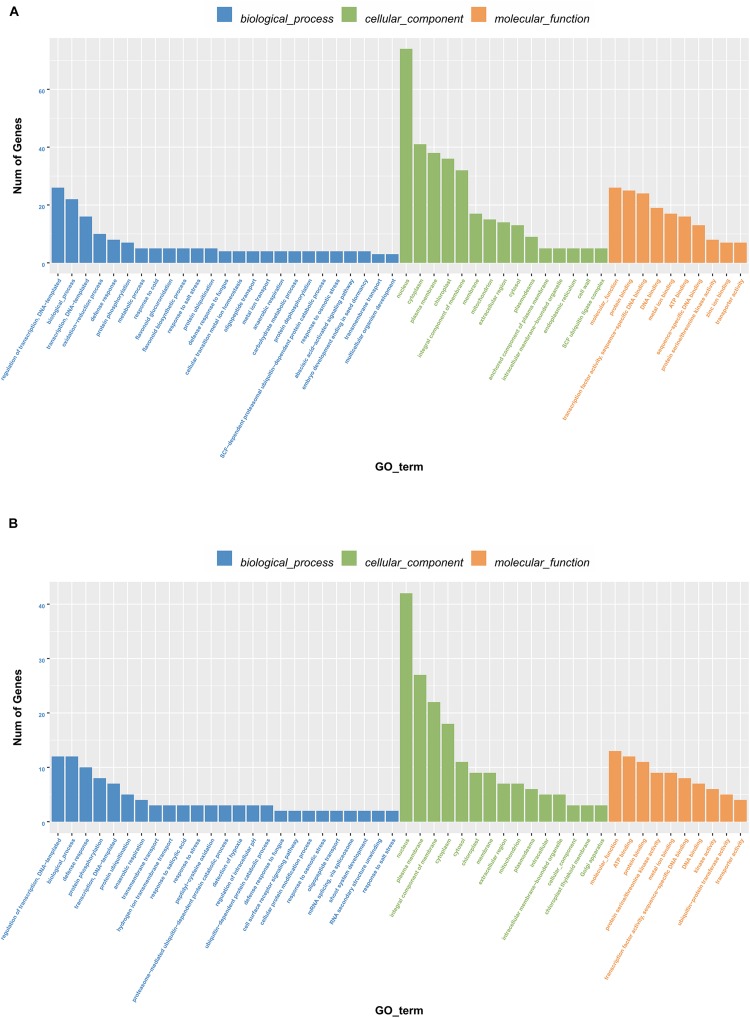
Gene ontology enrichment of 13 lncRNAs as ceRNA regulated protein-coding genes in M-81E **(A)** and Roma **(B)**. The y-axis represents the number of genes and the x-axis represents the GO functional group.

After a colocalization and expression analysis with Cytoscape and the construction of a network of interactions, five DELs (three in M-81E and two in Roma) were detected from among the 13 lncRNAs possibly related to salt responses. The five DELs (lncRNA13472, lncRNA11310, lncRNA2846, lncRNA26929, and lncRNA14798) were identified as modulators of miRNAs that regulate five miRNAs and 14 target genes (Figures 4A,B). LncRNA13472 might compete with *SORBI_3010G218400* for the binding to sbi-MIR169b-p3. Moreover, lncRNA11310 might compete with *SORBI_3001G158100*, *SORBI_3001G223100*, *SORBI_ 3002G237000*, *SORBI_3002G302000*, *SORBI_3003G327000*, and *SORBI_3009G182800* for the binding to sbi-MIR5567-p3-2ss16CT17TC. Additionally, lncRNA2846 might compete with *SORBI_3001G158100*, *SORBI_3001G223100*, *SORBI_3002G237 000*, *SORBI_3002G302000*, *SORBI_3003G327000*, *SORBI_3004 G116300*, *SORBI_3004G302400*, *SORBI_3006G123500*, *SORBI_ 3007G046900*, *SORBI_3009G182800*, *SORBI_3009G208000*, and *SORBI_3010G081800* for the binding to sbi-MIR5567-p5-2. In contrast, lncRNA26929 might compete with *SORBI_3003 G327000*, *SORBI_3001G158100*, and *SORBI_3001G223100* for the binding to sbi-MIR5567-p5-2ss17CT18TC, whereas, lncRNA14798 might compete with *SORBI_3009G042700* for the binding to PC-3p-270284-34.

**FIGURE 4:**
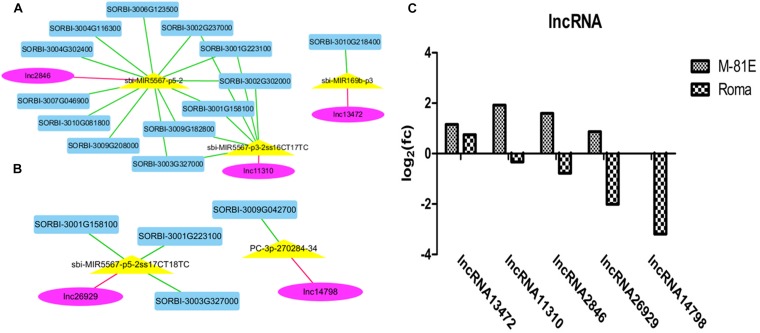
A ceRNA network enriched in salt response pathways in M-81E **(A)** and Roma **(B)**. Pink, yellow, and blue nodes represent lncRNAs, miRNAs, and mRNAs, respectively. Green edges represent miRNA-target interactions, while pink edges represent a competitive relationship. **(C)** Expression level of five unknown lncRNAs in M-81E and Roma.

The expression levels of the five DELs differed between M-81E and Roma. 

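The deposited table does not mark lncRNAs. The 5 lncRNAs were read at the loci whose StringTie numbers are the numbers in their names. The paper's Supplemental Table 4 places lncRNA13472 at 67264519 to 67267567 and lncRNA11310 at 10752043 to 10753294 of chromosome 3, lncRNA2846 at 63170391 to 63172014 of chromosome 1 and lncRNA26929 at 57221184 to 57223432 of chromosome 9. It classes these 4 as intergenic. It places lncRNA14798 at 5613624 to 5614091 of chromosome 4 as an intronic transcript, and the locus carries the gene name SORBI_3004G068800 in the deposited table. The genome build of these positions is not named there. In limma's test of the interaction of line and treatment over the 12 libraries, the salt response of lncRNA11310 was lower in Roma than in M-81E by a log2 difference of -1.11 (standard error 0.20, Benjamini-Hochberg adjusted p = 0.0267 over all loci and 0.00456 over the 19 loci of the network). The response of lncRNA26929 differed by -0.59 (standard error 0.20, adjusted p = 0.189 over all loci and 0.0568 over the network). For lncRNA13472, lncRNA2846 and lncRNA14798 the differences were -0.12, -0.16 and -0.51, with adjusted p-values of 0.781, 0.853 and 0.311. The network loci are the paper's own choice from these libraries, so the adjustment over them alone shows no stability. The paper proposes more complex networks in M-81E from its larger number of predicted interactions there, and further from the differences in expression between the lines.

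**Figure D1:**
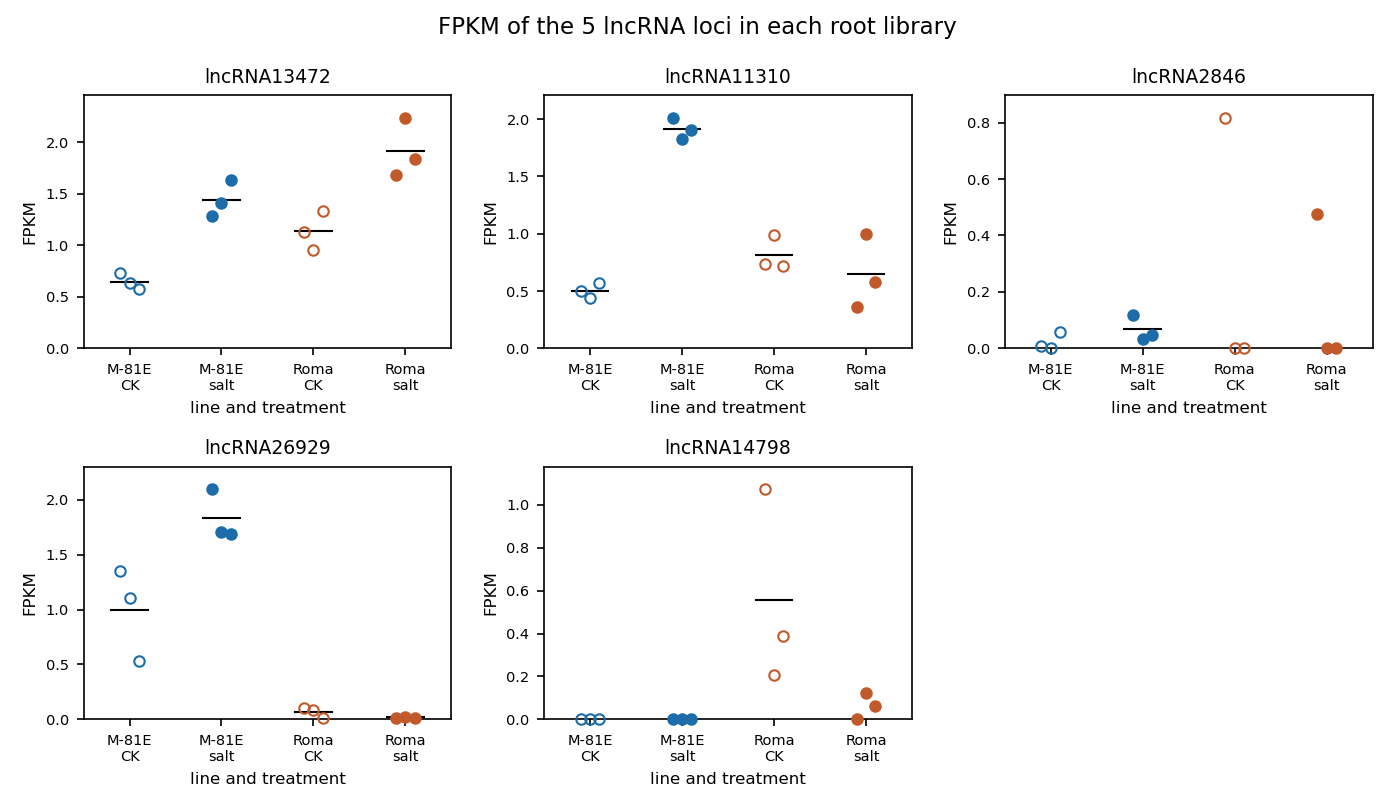
FPKM (vertical axes, each from 0) of the 5 lncRNA loci in the CK libraries (open circles) and salt libraries (filled circles) of M-81E (blue) and Roma (orange). Black lines are the means of 3 libraries and are left out where a library is listed at 0, and no error bars are drawn. The 3 M-81E-salt libraries of lncRNA11310 lie between 1.83 and 2.005 FPKM, above all of its other libraries.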

Although lncRNA13472 expression was up-regulated in both M-81E and Roma, its expression level was higher in M-81E than in Roma. 

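In M-81E, lncRNA13472 rose from 0.649 ± 0.081 FPKM in CK to 1.45 ± 0.178 FPKM in salt (SD, n = 3), a log2 ratio of 1.16. Its limma log2 fold change was 0.57 (standard error 0.12, Benjamini-Hochberg adjusted p = 0.113 over all loci and 0.0115 over the 18 network loci tested in M-81E). In Roma it rose from 1.14 ± 0.191 to 1.92 ± 0.284 FPKM (SD, n = 3), a log2 ratio of 0.75, and its limma log2 fold change was 0.45 (standard error 0.15, adjusted p = 0.202). In both lines the 3 salt libraries lay above the 3 CK libraries (exact permutation p = 0.1, the smallest that 3 against 3 allow). As deposited, its FPKM was higher in Roma than in M-81E by 0.81 on the log2 scale in CK and by 0.41 in salt, and every Roma library was above every M-81E library of the same treatment. The median log2 ratio of a library's loci to their mean over the 12 libraries was -0.31 to -0.19 in M-81E and 0.04 to 0.22 in Roma. With the libraries rescaled to a common median, the difference was 0.44 in CK (exact permutation p = 0.2) and 0.08 in salt (exact permutation p = 0.6), and the libraries of the 2 lines overlapped.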

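The FPKM of lncRNA11310 rose in M-81E from 0.504 ± 0.064 in CK to 1.91 ± 0.089 in salt (SD, n = 3), a log2 ratio of 1.92, and its limma log2 fold change was 0.95 (standard error 0.11, adjusted p = 0.0327 over all loci and 0.00139 over the list of network loci). In Roma it was 0.814 ± 0.149 in CK and 0.646 ± 0.324 in salt (SD, n = 3), a difference smaller than the spread of the salt libraries (limma adjusted p = 0.668, exact permutation p = 0.5). For lncRNA2846, the CK libraries of M-81E were listed at 0.00889, 0 and 0.0577 FPKM and the salt libraries at 0.120, 0.0334 and 0.0487 FPKM, and the 2 groups overlapped (exact permutation p = 0.3). In Roma, a single library of each treatment was above 0, at 0.815 FPKM in CK and 0.476 FPKM in salt, and no difference could be told from these values (exact permutation p = 1.0). For lncRNA26929, FPKM rose in M-81E from 0.999 ± 0.421 to 1.83 ± 0.229 (SD, n = 3), a log2 ratio of 0.87 without overlap of the groups (limma adjusted p = 0.295, exact permutation p = 0.1). In Roma its FPKM was 0.0689 ± 0.048 in CK and 0.0172 ± 0.0076 in salt (SD, n = 3), a log2 ratio of -2.00, with overlapping groups (limma adjusted p = 0.393, exact permutation p = 0.2).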

The expression of lncRNA11310, lncRNA2846, and lncRNA26929 increased in M-81E and decreased in Roma. 

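The locus of lncRNA14798 was listed at 0 in the 6 M-81E libraries. In Roma-CK it was listed at 1.07, 0.206 and 0.387 FPKM and in Roma-salt at 0, 0.122 and 0.0600 FPKM. Every Roma-CK library was above every Roma-salt library, and the limma log2 fold change was -0.51 (standard error 0.20, adjusted p = 0.276 over all loci). The locus met the thresholds for a DEG in Roma with the 6 libraries, but not in 4 of the 6 fits that each left out a Roma library, nor with one prior variance, Ballgown's linear model, the linear model without moderation or limma's log2 fold change as the threshold. The linear model on FPKM without a log, chosen after the values were seen, did not call it either, and its mean is under the filter of 1 FPKM.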

The lncRNA14798 expression level was unchanged in M-81E, but decreased in Roma (Figure 4C).

To demonstrate how the ceRNA network helps regulate the salt tolerance of sweet sorghum roots, we performed a functional enrichment analysis of the 14 target proteins based on GO annotations. The results revealed that the protein-encoding genes were mainly enriched with stress-related terms, including “regulation of transcription,” “response to salt stress,” “nucleus,” “protein binding,” and “transport activity” (Figure 5). These findings suggested that in response to salt stress, lncRNAs may function as ceRNAs and compete with miRNAs as binding partners for mRNA, which may regulate the metabolism of several protein-encoding genes involved in important biological processes.

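The 14 targets were compared with the 21776 loci that carry a GO term. Of the targets, 6 carried "response to salt stress", compared with 312 of these loci. No p-value is given for this term, because the paper presents the network as one enriched in salt response pathways. "Protein binding" was carried by 9 targets and 1906 loci (odds ratio 18.85, Fisher's exact test, two-sided, Benjamini-Hochberg adjusted p = 1.38e-06 over 7 terms). "Regulation of transcription, DNA-templated" was carried by 6 targets and 1486 loci (odds ratio 10.3, exact test, adjusted p = 0.000434), and "nucleus" by 9 targets and 5984 loci (odds ratio 4.76, exact test, adjusted p = 0.00763). The term "transporter activity" was carried by 1 target, SORBI_3001G223100, and by 227 loci (odds ratio 7.33, exact test, adjusted p = 0.159). Counting every term that contains these words, SORBI_3009G042700 carried one as well. The terms "plasma membrane" and "ATP binding" were carried by 4 targets and 1 target, with adjusted p-values of 0.159 and 0.618 from the exact test. Of the targets predicted in M-81E, 5 of 13 carried "response to salt stress", and 2 of 4 of those predicted in Roma did. Some loci hold several genes, and a locus then carries the terms of all of them. The locus of SORBI_3010G218400 is one of these, since it also holds SORBI_3010G218500. The targets were chosen by the paper from predicted miRNA binding, from expression in these libraries and from a relation to salt responses, and the background does not repeat that choice.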

**FIGURE 5:**
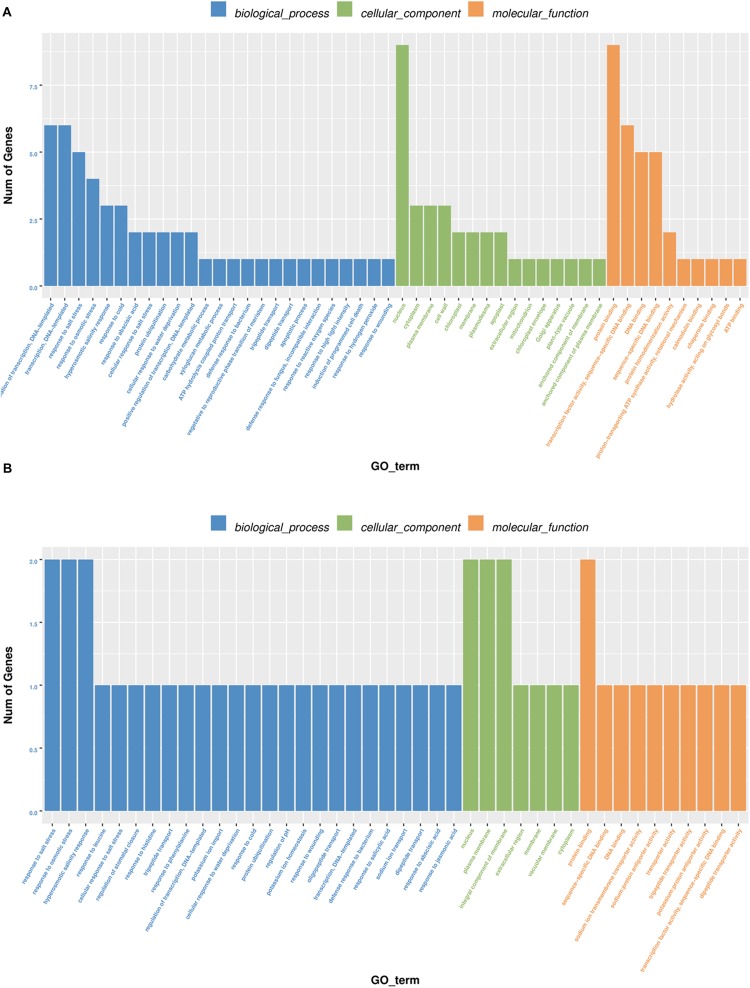
Gene ontology enrichment of five lncRNAs as ceRNA regulated protein-coding genes in M-81E **(A)** and in Roma **(B)**. The results summarize the three main categories: biological processes, molecular functions, and cellular components. The y-axis represents the number of genes and the x-axis represents the GO functional group.

### qRT-PCR Validation of Differentially Expressed Transcripts From RNA-seq

To verify the putative relationships among the 5 DELs, 5 miRNAs, and 14 DEGs, their expression levels were examined by qRT-PCR. The qRT-PCR data revealed that in M-81E, the expression levels of 3 DELs (lncRNA13472, lncRNA11310, and lncRNA2846), 3 miRNAs (sbi-MIR169b-p3, sbi-MIR5567-p3-2ss16CT17TC, and sbi-MIR5567-p5-2), and 10 DEGs (*SORBI_3010G218400, SORBI_3001G158100, SORBI_ 3001G223100, SORBI_3002G302000, SORBI_3003G327000, SORBI_3009G182800, SORBI_3004G116300, SORBI_3004G302 400, SORBI_3006G123500, SORBI_3007G046900, and SORBI_ 3010G081800*) were up-regulated. In contrast the expression levels of two DEGs (*SORBI_3002G237000* and *SORBI_3009 G208000*) were down-regulated. Similarly, in Roma, the expression levels of two miRNAs (sbi-MIR5567-p5-2ss17 CT18TC and PC-3p-270284-34) and two DEGs (*SORBI_ 3003G327000* and *SORBI_3001G158100*) were up-regulated, whereas the expression levels of two DELs (lncNRA26929 and lncNRA14798), and two DEGs (*SORBI_3001G223100* and *SORBI_3001G042700*) were down-regulated. 

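On the RNA-seq side, the 14 target genes formed 17 pairs of a target and a line, 13 in M-81E and 4 in Roma. The mean FPKM changed in the direction of the paper's Supplemental Table 3 in 11 of the pairs in M-81E and in 3 of those in Roma. The change was at least 2-fold in 12 of the 17 pairs. The groups of 3 libraries did not overlap in 8 pairs, and 1 of these, VHA-A in M-81E, changed in the direction opposite to the paper's. Chance gives 10% of pairs, and the share among all tested loci was 22.1% in M-81E and 24.6% in Roma. The paper chose the targets partly from expression in these libraries, so the share among the pairs is not an independent test. The thresholds for a DEG were met by 3 pairs, all in M-81E. Among the 22 pairs that include the 5 lncRNAs, 6 met the thresholds, 3 had an adjusted limma p under 0.05 over all loci and 5 over the listed loci alone. The paper's own p was under 0.05 for 6 of the 17 target pairs and for 2 of the 5 lncRNAs. With single libraries left out, 5 to 9 of the 22 pairs met the thresholds.

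BAG6 (SORBI_3004G116300) rose in M-81E from 5.98 ± 0.486 to 18.8 ± 0.973 FPKM (SD, n = 3), a log2 ratio of 1.66, and its limma log2 fold change was 1.51 (standard error 0.09, adjusted p = 0.00749). In Roma, where it is not a predicted target, it rose from 3.37 ± 0.483 to 9.29 ± 2.04 FPKM (limma adjusted p = 0.0398). XTH31 (SORBI_3002G302000) rose in M-81E from 1.64 ± 0.250 to 3.82 ± 0.188 FPKM, a log2 ratio of 1.22 (limma log2 fold change 0.87, standard error 0.12, adjusted p = 0.046), and was 2.62 ± 0.589 and 2.36 ± 0.777 FPKM in Roma (adjusted p = 0.806). NPF5.2 (SORBI_3001G223100) rose in M-81E from 3.20 ± 0.265 to 5.72 ± 0.380 FPKM, a log2 ratio of 0.84 that is below the fold threshold (limma log2 fold change 0.68, standard error 0.10, adjusted p = 0.0607). In Roma NPF5.2 fell from 14.0 ± 8.84 to 6.36 ± 1.76 FPKM, a log2 ratio of -1.13 (limma adjusted p = 0.348), and 1 of the Roma-CK libraries had 24.2 FPKM beside 9.08 and 8.64 FPKM. bZIPTF23 (SORBI_3010G081800) was 0.337 ± 0.048 FPKM in M-81E-CK and 0.703 ± 0.345 FPKM in M-81E-salt, with overlapping groups (log2 ratio 1.06, limma adjusted p = 0.417, exact permutation p = 0.3). It rose in Roma, where it is not a predicted target, from 0.636 ± 0.286 to 6.37 ± 3.21 FPKM (limma log2 fold change 2.11, standard error 0.33, adjusted p = 0.0491). NAC007 (SORBI_3004G302400) was 0.127 ± 0.021 and 0.262 ± 0.112 FPKM in M-81E, a log2 ratio of 1.05 with overlapping groups (limma adjusted p = 0.358, exact permutation p = 0.2). The locus of bZIP23 (SORBI_3009G182800), which also holds SORBI_3009G183000, rose from 152.3 ± 21.6 to 216.4 ± 50.3 FPKM in M-81E, a log2 ratio of 0.51 (limma adjusted p = 0.357, exact permutation p = 0.1).

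Of the targets, 4 loci were listed below 0.1 FPKM in every M-81E library. SORBI_3003G327000, also named bZIP23, was listed at 0 in the 3 CK libraries and at 0.0135, 0.0145 and 0.0175 FPKM in the salt libraries of M-81E. In Roma it was above 0 in 1 library of each treatment, at 0.00848 FPKM in CK and 0.0413 FPKM in salt. BPM1 at SORBI_3001G158100 was listed at 0, 0.0119 and 0.00773 FPKM in M-81E-CK and at 0.0154, 0.0266 and 0.00463 FPKM in M-81E-salt. In Roma it was listed at 0, 0 and 0.0168 FPKM in CK and at 0.0396, 0.0626 and 0 FPKM in salt. BPM1 at SORBI_3007G046900 was listed at 0.00452, 0 and 0.0305 FPKM in M-81E-CK and at 0, 0.0450 and 0.0746 FPKM in M-81E-salt, and in Roma at 0.440, 0.0632 and 0.0468 FPKM in CK and at 0.641, 0.173 and 0.583 FPKM in salt. MSRA2-1 (SORBI_3006G123500) was listed at 0.00938, 0 and 0 FPKM in M-81E-CK and at 0, 0.0163 and 0.0206 FPKM in M-81E-salt, and in Roma it was above 0 in 1 library of each treatment, at 0.0230 FPKM in CK and 0.00889 FPKM in salt. Apart from SORBI_3003G327000 in M-81E (exact permutation p = 0.1), the groups overlapped at these loci, with exact permutation p-values of 0.2 to 1.0.

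Actin was the reference gene of the qRT-PCR. Its primers could not be matched to a sequence here, so which actin locus the qRT-PCR measured is not known. The loci given next were chosen by their description alone. The loci SORBI_3009G005900 and SORBI_3009G006100, which the table describes as putative actin family proteins, did not meet the thresholds in either line. SORBI_3009G005900 was 30.8 ± 1.41 FPKM in CK and 30.2 ± 1.08 FPKM in salt in M-81E, and 52.3 ± 3.26 and 50.7 ± 2.63 FPKM in Roma (exact permutation p = 0.6 in each line). SORBI_3009G006100 was 48.5 ± 3.17 and 50.2 ± 1.78 FPKM in M-81E (exact permutation p = 0.4), and 69.8 ± 7.26 and 59.8 ± 7.64 FPKM in Roma (exact permutation p = 0.2).

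**Figure D2:**
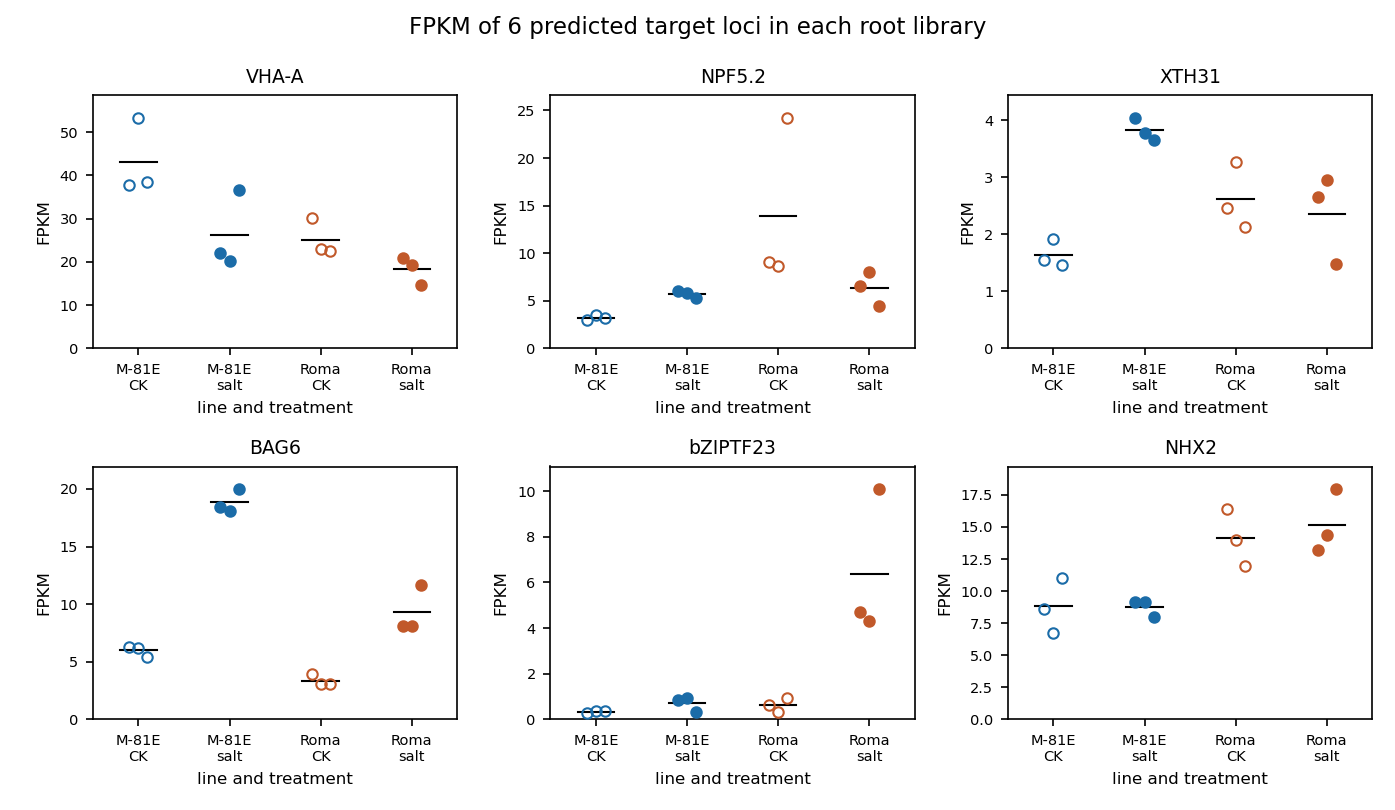
FPKM (vertical axes, each from 0) of 6 predicted target loci in the CK libraries (open circles) and salt libraries (filled circles) of M-81E (blue) and Roma (orange), with black lines for the means of 3 libraries and no error bars. The 3 M-81E-salt libraries of BAG6 lie between 18.1 and 19.95 FPKM, above its M-81E-CK libraries at 5.42 to 6.28 FPKM, whereas the 2 groups of NHX2 overlap in both lines.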

The qRT-PCR results were consistent with the RNA-seq data, which confirmed the reliability of the RNA-seq analysis (Figure 6).

**FIGURE 6:**
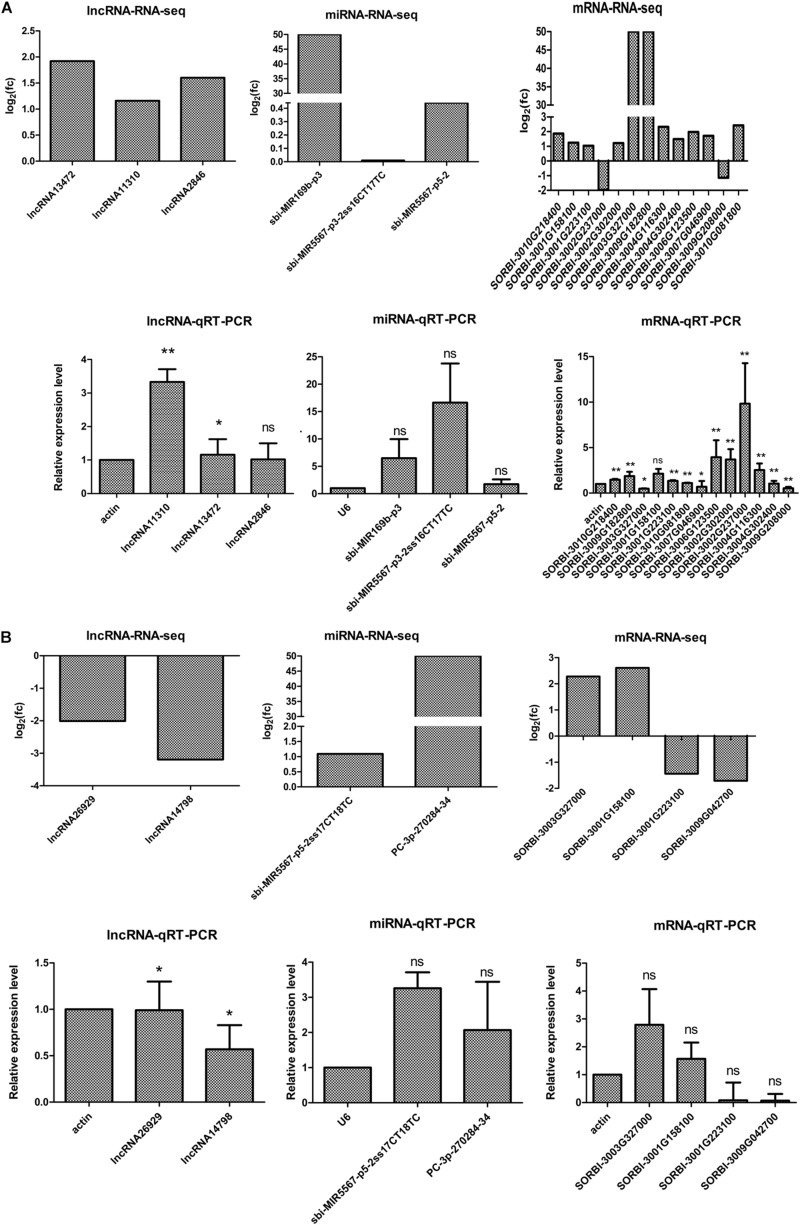
Quantitative RT-PCR analysis and RNA-seq results of ceRNA regulatory networks in M-81E **(A)** and Roma **(B)**. Three biological replicates were prepared for each of these samples. Actin is the endogenous reference gene for lncRNAs and mRNAs, and *U6* is the endogenous reference gene for miRNAs. The y-axis shows the relative expression levels analyzed by qRT-PCR. Based on three biological replicates, each repeated three times, the standard deviation of the relative expression levels (*n* = 3) is indicated by error bars. Significant differences between each RNA and internal reference were also assessed separately (*p* < 0.05). ** indicates *p* < 0.01, * indicates *p* < 0.05, and ns indicates *p* > 0.05.

## Discussion

Salt stress induces ion toxicity, osmotic stress and oxidative stress, which can adversely affect plant metabolism and growth (Kumar et al., 2018; Liang et al., 2018). Plants respond and adapt to highly saline environments at the transcriptional and post-transcriptional levels (Tariq and Paszkowski, 2004; Feller et al., 2011). The regulation at the transcriptional level is mainly mediated by transcription factors, DNA methylation, histone modifications and other processes that activate or inhibit the expression of specific gene (Zhang et al., 2016). At the post-transcriptional level, the regulation is mainly achieved via the alternative splicing of RNA, as well as RNA methylation and multiple RNA–RNA interactions (Wassenegger et al., 1994; Zhu et al., 2007; Bardou et al., 2014). We previously confirmed that a high-salt treatment inhibits Roma roots growth starting at 24 h, but inhibits M-81E roots growth starting at 36 h. Under saline conditions, many functional genes are differentially expressed between M-81E and Roma (Yang et al., 2018). These functional genes are important for the salt tolerance of sweet sorghum, but it is unknown whether other regulatory pathways are also involved?

Recent studies have indicated lncRNAs can regulate physiological metabolism as well as growth and development by contributing to the regulation of histone modifications, nucleic acid structural modifications, nucleic acid methylations and RNA–RNA interactions (Matsui and Seki, 2019; Qin and Xiong, 2019). In cotton, lncRNAs are active in salt-stress responses (Deng et al., 2018). However, this study focused on *cis*-acting regulation in which lncRNAs function as ubiquitous regulators. Wang et al. (2015) described the differences in the number of lncRNAs in the roots and leaves of *Medicago truncatula* in response to salt stress. Specifically, they detected considerably more lncRNAs in roots than in leaves, suggesting that lncRNAs are especially active in plant roots. Furthermore, lncRNAs are relatively enriched in ceRNAs and may be one of the major sources of ceRNAs (Li et al., 2019). There is limited available information regarding the regulatory functions of lncRNAs in salt-stressed sweet sorghum. In the present study, we performed an RNA-seq analysis of M-81E and Roma roots treated with NaCl to explore how lncRNAs function as ceRNAs during sweet sorghum responses to salt stress.

After annotating, characterizing, and analyzing the RNA-seq data, we predicted the ceRNA relationships of the DELs, and identified 477 and 195 lncRNA-miRNA-mRNA relationships in M-81E and Roma, respectively (Supplementary Figure S2). These results imply that the competitive interaction of lncRNAs in the ceRNA network may be a new regulatory factor in response to salt stress. We detected substantially more interactions in M-81E than in Roma, suggesting that M-81E has more precise and complex ceRNA regulatory mechanisms that mediate responses salinity.

The expression levels of five lncRNAs varied between M-81E and Roma (Figure 4), further suggesting that there are more complex networks in M-81E. These lncRNAs were predicted to compete with 14 DEGs for the binding to five miRNAs (Figures 4A,B). Notably, sbi-MIR5567 was detected as a sorghum-specific miRNA (Zhang et al., 2011). The homologs of sbi-MIR5567 (sbi-MIR5567-p3-2ss16CT17TC, sbi-MIR5567-p5-2, and sbi-MIR5567-p5-2ss17CT18TC) detected in this study also have important functions in both M-81E and Roma. How they participate in the complex ceRNA regulatory networks under salt stress condition remains unknown and will need to be determined in further studies.

The lncRNA-miRNA-mRNA relationships and the roles of the 14 DEGs were analyzed in greater detail. The miRNAs target many transcription factors, signaling factors, and transporter-encoding genes involved in salt-stress responses (Zhang et al., 2013). Compared with that of Roma, the ceRNA regulatory network in M-81E involves more pathways. These DELs participate in sweet sorghum responses to high salinity primarily by regulating ion transport, protein modifications, transcription, and material synthesis and transport (Figure 7). The DEGs mainly encode proton pumps, transport proteins, specific enzymes, and transcription factors (Supplementary Tables 3–5). Among these DEGs, *SORBI_3010G218400* encodes the catalytic subunit A of the V-type proton ATPase (VHA-A). Earlier investigations revealed that V-ATPase is an ATP-dependent proton pump that is involved in the transmembrane transport of protons and contributes to salt-stress responses (Powell et al., 2000; Vera-Estrella et al., 2005). 

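VHA-A (SORBI_3010G218400) is placed by the paper's Supplemental Table 3 on the reverse strand of chromosome 10, from 56112585 to 56120718, without a named genome build. In the deposited table it shares a single StringTie locus with SORBI_3010G218500, so the FPKM covers both genes. The locus had 37.7, 53.1 and 38.4 FPKM in M-81E-CK and 22.1, 20.1 and 36.7 FPKM in M-81E-salt. Its mean was lower in salt, at 26.3 ± 9.06 FPKM compared with 43.1 ± 8.74 FPKM in CK (SD, n = 3), a log2 ratio of -0.71. The limma log2 fold change was -0.72 (standard error 0.27, adjusted p = 0.287 over all loci and 0.0875 over the listed loci), and the groups did not overlap (exact permutation p = 0.1, the smallest possible). With each library left out in turn, the log2 ratio stayed between -1.03 and -0.53, and with M-81E-salt3 left out the locus met the thresholds for a down-regulated DEG. In Roma the locus was also lower in salt, with 25.1 ± 4.31 FPKM in CK and 18.3 ± 3.22 FPKM in salt, a log2 ratio of -0.46 (limma adjusted p = 0.281). The interaction of line and treatment was 0.28 (standard error 0.34, limma adjusted p = 0.747).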

In the current study, the *SORBI_3010G218400* expression level increased in M-81E, which likely helps establish a transmembrane proton gradient. The expression of sbi-MIR169b can be down-regulated under drought conditions (Maor, 2017). However, we observed that its expression level was up-regulated (Figure 6A). On the basis of our data, we predict that *SORBI_3010G218400* competes with lncRNA13472 for the binding to sbi-MIR169b-p3. The up-regulated expression of *SORBI_3010G218400* and sbi-MIR169b-p3 will promote the binding of lncRNA13472 to sbi-MIR169b, which is consistent with our results (Figure 6A).

**FIGURE 7:**
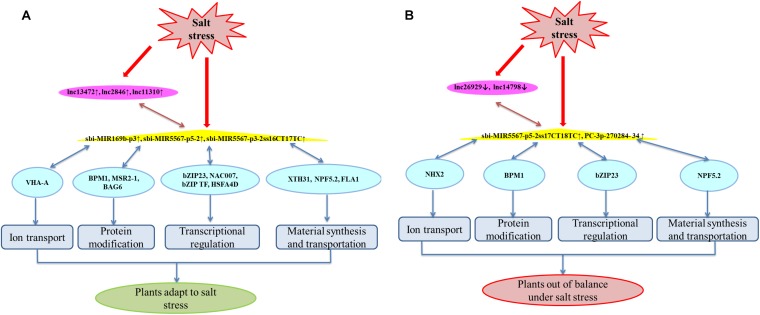
A hypothetical model for ceRNA regulatory networks in M-81E **(A)** and Roma **(B)**. Pink, yellow, and blue nodes represent lncRNAs, miRNAs, and mRNAs, respectively. Blue edges represent miRNA-target interactions, pink edges represent a competitive relationship.

Analyses of protein modifications, transcription, and material synthesis and transport in M-81E produced similar results. Both *SORBI_3001G158100* and *SORBI_3007G046900* encode BTB/POZ and MATH domain-containing protein 1 (BPM1). In the cytoplasm, this protein may serve as a substrate-specific adapter, bind to the E3 ubiquitin-protein ligase complex, and mediate the ubiquitination of target proteins for the subsequent degradation by the 26S proteasome (Chen et al., 2013). Members of the BPM family regulate ABA responses and can control the opening and closing of stomata, making them crucial for plant development and stress responses (Chen et al., 2013). Additionally, *SORBI_3006G123500* is an important antioxidant gene (Moskovitz et al., 1997; Oh et al., 2005) encoding methionine sulfoxide reductase A2-1 (MSRA2-1), which participates in oxidative-stress responses and is induced by salt stress in plants. Moreover, *SORBI_3004G116300* encodes Bcl-2*-*associated athanogene (BAG6), which selectively promotes the proteasomal degradation of mislocalized proteins via ubiquitination (Leznicki and High, 2012). Kang et al. (2006) confirmed that *AtBAG6* is a stress-regulated calmodulin-binding protein associated with programmed cell death in plants. The *SORBI_3003G327000* and *SORBI_3009G182800* genes encode basic leucine zipper 23 (bZIP23). Previous studies on *Arabidopsis thaliana* indicated that bZIP proteins are involved in plant responses to drought and high salinity as well as the ABA-dependent signal transduction pathway (Uno et al., 2000; Kang et al., 2002). The *SORBI_3004G302400* and *SORBI_3010G081800* genes encode NAC domain-containing protein 7 (NAC007) and bZIP transcription factor 23 (bZIP TF 23), respectively. These transcription factors bind to the DNA-binding domain to induce or inhibit target gene expression, thereby improving the salt tolerance and drought resistance of plants (Hu et al., 2006; Hsieh et al., 2010). The *SORBI_3002G302000* gene encodes xyloglucan endotransglucosylase/hydrolase protein 31 (XTH31), which is produced mainly in the roots. This enzyme catalyzes xyloglucan endohydrolysis and/or endotransglycosylation, reassembles xyloglucan polymers, and regulates root hair development in *A. thaliana* (Vissenberg et al., 2001; Cho and Cosgrove, 2002), whereas it responds to drought stress in maize (Wu et al., 2001). The *SORBI_3001G223100* gene encodes NRT1/PTR FAMILY 5.2 (NPF5.2), which is a transporter of diverse substances, including nitrates, chlorides, and phytohormones (Xin et al., 2011; Corratgé-Faillie and Lacombe, 2017). Furthermore, BPM1, bZIP23, XTH31, and NPF5.2 can bind to two miRNAs competing with two lncRNAs. The target genes have a non-negligible role in the sweet sorghum response to salt stress. Accordingly, the regulated regulatory lncRNAs and miRNAs also have important function under saline condition.

In this study, the miRNA binding by the above-mentioned genes and the competitor lncRNAs increased, but the lncRNAs and mRNAs were more highly expressed than the miRNAs in M-81E (Supplementary Tables 3, 4). Therefore, we speculate that the mRNA expression levels in M-81E may be induced by high-salt environments to prevent damages due to salt stress. However, the increase in mRNA expression is accompanied by an increase in the abundance of miRNAs that will bind to and degrade target genes to maintain the original homeostasis. In M-81E, the competitive binding of miRNAs increases because of the up-regulated expression of lncRNAs to maintain the differential expression of specific genes responsive to salt stress. This indirectly enhances the salt tolerance of M-81E. However, the specific underlying mode of action remains to be characterized.

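HSFA4D (SORBI_3009G208000) lies on chromosome 9 from 55539190 to 55543184 and FLA1 (SORBI_3002G237000) on chromosome 2 from 62743579 to 62745574 in the paper's Supplemental Table 3, which names no genome build. The FPKM of HSFA4D in M-81E was 8.14 ± 1.24 in CK and 8.43 ± 0.717 in salt (SD, n = 3), a log2 ratio of 0.05 that is smaller than the spread between libraries (limma adjusted p = 0.875, exact permutation p = 0.8). With single libraries left out the ratio ranged from -0.04 to 0.18, so its direction was not determined. FLA1 was listed at 0.995, 1.11 and 1.26 FPKM in M-81E-CK and at 0, 0 and 0.862 FPKM in M-81E-salt, below each CK library (exact permutation p = 0.1). Its limma log2 fold change was -0.78 (standard error 0.27, adjusted p = 0.257 over all loci and 0.0825 over the listed loci), and it met the thresholds for a DEG with the 6 libraries. It did not meet them in 5 of the 6 fits that each left out an M-81E library. Nor did it with all 12 libraries in one fit, the linear model without moderation or limma's log2 fold change as the threshold. It was also not called with loci of a mean of at least 1 FPKM only. In Roma FLA1 was listed at 5.31 and 4.48 FPKM in 2 salt libraries and at 0 in the remaining one, beside 3.30, 3.65 and 2.26 FPKM in CK.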

The *SORBI_3009G208000* and *SORBI_3002G237000* expression levels were down-regulated under salt stress conditions, whereas the expression of the corresponding lncRNAs and miRNAs was up-regulated. We speculate that the degradation of miRNAs for target genes may be exacerbated by salt-induced damages, and plants respond to salt stress by up-regulating lncRNA expression to decrease mRNA degradation. The *SORBI_3009G208000* gene encodes the important heat shock transcription factor (HSF) A4d. A recent study demonstrated that HSF interactions with HSPs help mediate plant stress resistance (Fragkostefanakis et al., 2019). In addition to heat stress, plant HSFs are also responsive to drought, oxidative, and biotic stresses (Scharf et al., 2012). Moreover, *SORBI_3002G237000* encodes fasciclin-like arabinogalactan protein 1 (FLA1), which is involved in salt-stress responses (Shi et al., 2003). The expression levels of most wheat genes encoding FLAs are down-regulated following an exposure to abiotic stresses (Faik et al., 2006), which is consistent with our results. The exact roles for these two genes in salt-stressed sweet sorghum remain to be investigated.

Unlike in M-81E, the predicted lncRNA expression levels decreased in Roma, whereas the expression of miRNA was up-regulated. These findings suggest saline conditions increase the degradation of mRNAs in Roma. Furthermore, *SORBI_3009G042700* encodes a sodium/hydrogen exchanger 2-like protein (NHX2), which is a Na^+^, and K^+^/H^+^ antiporter mainly localized to the tonoplast membrane. As an ion transporter related to homeostasis, NHX2 regulates the intracellular ion homeostasis and decreases ionic toxicity in plants due to salt stress (Ueda et al., 2018). An earlier study proved that NHX2 confers stress tolerance by participating in the regulation of K^+^ homeostasis, intracellular pH, and stomatal opening and closing (Barragán et al., 2012). Under salt stress conditions, lncRNA14798 expression was down-regulated in Roma, but the PC-3p-270284-34 expression level was up-regulated. 

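NHX2 (SORBI_3009G042700) lies on chromosome 9 from 4071948 to 4078347 in the paper's Supplemental Table 3. Its FPKM in Roma was 14.1 ± 2.21 in CK and 15.2 ± 2.46 in salt (SD, n = 3), a log2 ratio of 0.10. The limma log2 fold change was 0.09 (standard error 0.16, adjusted p = 0.787), and the groups overlapped (exact permutation p = 0.6). With each library left out in turn, the log2 ratio ranged from -0.04 to 0.22, so no direction was determined. In M-81E the mean FPKM was 8.81 in CK and 8.75 in salt (limma adjusted p = 0.982).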

The PC-3p-270284-34 will bind to and degrade *SORBI_3009G042700*, thereby decreasing the abundance of the encoded protein. This may help to explain why Roma is more sensitive to salt stress than M-81E.

## Conclusion

In conclusion, our data revealed five unknown lncRNAs in M-81E and Roma under salt stress conditions. These DELs function as ceRNAs that affect the salt tolerance of sweet sorghum by regulating the transcription of genes encoding proton pumps, transporters, important enzymes, and transcription factors. The salt-tolerant M-81E has more precise and complex ceRNA regulatory mechanisms that control salt-stress responses than the salt-sensitive Roma. Our results may be important for clarifying the salt-tolerance mechanism regulated by non-coding RNAs in crops.

## Data Availability Statement

The datasets used and/or analyzed in the current study are available from the corresponding author on reasonable request.

## Author Contributions

XS and HZ performed the experiments. XS and NS collected the data and carried out all the analyses. XS, HZ, and JL initiated preparation of the manuscript. NS, XZ, and LL conceptualized the idea and revised the manuscript. All authors have read and approved the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

BAG6: Bcl-2-associated athanogene
BPM1: BTB/POZ and MATH domain-containing protein 1
bZIP TF 23: bZIP transcription factor 23
bZIP23: basic leucine zipper 23
ceRNAs: competitive endogenous RNAs
CNCI: coding-non-coding index
CPC: coding potential calculator
DEGs: differentially expressed genes
DELs: differentially expressed lncRNAs
FLA1: fasciclin-like arabinogalactan protein 1
FPKM: fragments per kilobase of exon model per million mapped fragments
GO: gene ontology
(HSF) A4D: heat shock transcription factor A4d
i: a transfrag falling entirely within a reference intron
j: potentially novel isoform (fragment): at least one splice junction is shared with a reference transcript
lncRNA: long non-coding RNAs
MIRISCs: miRNA-mediated silencing complexes
miRNA: MicroRNA
MREs: miRNA response elements
MSRA2-1: methionine sulfoxide reductase A2-1
NAC007: NAC domain-containing protein 7
NHX2: sodium/hydrogen exchanger 2-like
NPF5.2: NRT1/PTR FAMILY 5.2
o: generic exonic overlap with a reference transcript RNA-seq: high-throughput Illumina RNA sequencing
sncRNA: small non-coding RNAs
u, unknown: intergenic transcript
VHA-A: V-type proton ATPase catalytic subunit A
x: exonic overlap with reference on the opposite strand
XTH31: xyloglucan endotransglucosylase/hydrolase protein 31.

## References

[B1] AllenE.XieZ.GustafsonA. M.CarringtonJ. C. (2005). microRNA-directed phasing during trans-acting siRNA biogenesis in plants. *Cell* 121 207–221. 10.1016/j.cell.2005.04.004 15851028

[B2] BardouF.ArielF.SimpsonC. G.Romero-BarriosN.LaporteP.BalzergueS. (2014). Long noncoding RNA modulates alternative splicing regulators in *Arabidopsis*. *Dev. Cell* 30 166–176. 10.1016/j.devcel.2014.06.017 25073154

[B3] BarragánV.LeidiE. O.AndrésZ.RubioL.De LucaA.FernándezJ. A. (2012). Ion exchangers NHX1 and NHX2 mediate active potassium uptake into vacuoles to regulate cell turgor and stomatal function in *Arabidopsis*. *Plant Cell* 24 1127–1142. 10.1105/tpc.111.095273 22438021PMC3336136

[B4] ChenL.LeeJ. H.WeberH.TohgeT.WittS.RojeS. (2013). *Arabidopsis* BPM proteins function as substrate adaptors to a cullin3-based E3 ligase to affect fatty acid metabolism in plants. *Plant Cell* 25 2253–2264. 10.1105/tpc.112.107292 23792371PMC3723624

[B5] ChoH.-T.CosgroveD. J. (2002). Regulation of root hair initiation and expansin gene expression in *Arabidopsis*. *Plant Cell* 14 3237–3253. 10.1105/tpc.006437 12468740PMC151215

[B6] Corratgé-FaillieC.LacombeB. (2017). Substrate (un) specificity of *Arabidopsis* NRT1/PTR FAMILY (NPF) proteins. *J. Exp. Bot.* 68 3107–3113. 10.1093/jxb/erw499 28186545

[B7] CuiF.SuiN.DuanG.LiuY.HanY.LiuS. (2018). Identification of metabolites and transcripts involved in salt stress and recovery in peanut. *Front. Plant Sci.* 9:217. 10.3389/fpls.2018.00217 29520289PMC5827294

[B8] DengF.ZhangX.WangW.YuanR.ShenF. (2018). Identification of *Gossypium hirsutum* long non-coding RNAs (lncRNAs) under salt stress. *BMC Plant Biol.* 18:23. 10.1186/s12870-018-1238-0 29370759PMC5785843

[B9] EricH. (2011). Gene silencing by microRNAs: contributions of translational repression and mRNA decay. *Nat. Rev. Genet.* 12 99–110. 10.1038/nrg2936 21245828

[B10] EwingB.HillierL.WendlM. C.GreenP. (1998). Base-calling of automated sequencer traces usingPhred. I. Accuracy assessment. *Genome Res.* 8 175–185. 10.1101/gr.8.3.175 9521921

[B11] FahlgrenN.CarringtonJ. C. (2010). “miRNA target prediction in plants,” in *Plant MicroRNAs*, eds MeyersB.GreenP. (Totowa: Humana Press), 51–57. 10.1007/978-1-60327-005-2_4 19802588

[B12] FaikA.AbouzouhairJ.SarhanF. (2006). Putative fasciclin-like arabinogalactan-proteins (FLA) in wheat (*Triticum aestivum*) and rice (*Oryza sativa*): identification and bioinformatic analyses. *Mol. Genet. Genomics* 276 478–494. 10.1007/s00438-006-0159-z 16944204

[B13] FellerA.MachemerK.BraunE. L.GrotewoldE. (2011). Evolutionary and comparative analysis of MYB and bHLH plant transcription factors. *Plant J.* 66 94–116. 10.1111/j.1365-313X.2010.04459.x 21443626

[B14] FengZ.DengY.FanH.SunQ.SuiN.WangB. (2014). Effects of NaCl stress on the growth and photosynthetic characteristics of *Ulmus pumila* L. seedlings in sand culture. *Photosynthetica* 52 313–320. 10.1007/s11099-014-0032-y

[B15] FinnR.MistryJ.TateJ.CoggillP.HegerA.PollingtonJ. (2009). The Pfam protein families database. *Nucleic Acids Res.* 32 D138–D141.10.1093/nar/gkh121PMC30885514681378

[B16] FragkostefanakisS.SimmS.El−ShershabyA.HuY.BublakD.MesihovicA. (2019). The repressor and co−activator HsfB1 regulates the major heat stress transcription factors in tomato. *Plant Cell Environ.* 42 874–890. 10.1111/pce.13434 30187931

[B17] FrazeeA. C.PerteaG.JaffeA. E.LangmeadB.SalzbergS. L.LeekJ. T. (2015). Ballgown bridges the gap between transcriptome assembly and expression analysis. *Nat. Biotechnol.* 33:243. 10.1038/nbt.3172 25748911PMC4792117

[B18] FuX.-Z.ZhangX.-Y.QiuJ.-Y.ZhouX.YuanM.HeY.-Z. (2019). Whole-transcriptome RNA sequencing reveals the global molecular responses and ceRNA regulatory network of mRNAs, lncRNAs, miRNAs and circRNAs in response to copper toxicity in Ziyang Xiangcheng (*Citrus junos* Sieb. Ex Tanaka). *BMC Plant Biology* 19:509. 10.1186/s12870-019-2087-1 31752684PMC6873749

[B19] GuoY. Y.TianS. S.LiuS. S.WangW. Q.SuiN. (2018). Energy dissipation and antioxidant enzyme system protect photosystem II of sweet sorghum under drought stress. *Photosynthetica* 56 861–872. 10.1007/s11099-017-0741-0

[B20] HeX.GuoS.WangY.WangL.ShuS.SunJ. (2019). Systematic identification and analysis of heat−stress−responsive lncRNAs, circRNAs and miRNAs with associated co−expression and ceRNA networks in cucumber (*Cucumis sativus* L.). *Physiol. Plant.* 168 736–754. 10.1111/ppl.12997 31125116

[B21] HsiehT.-H.LiC.-W.SuR.-C.ChengC.-P.TsaiY.-C.ChanM.-T. (2010). A tomato bZIP transcription factor, SlAREB, is involved in water deficit and salt stress response. *Planta* 231 1459–1473. 10.1007/s00425-010-1147-4 20358223

[B22] HuH.DaiM.YaoJ.XiaoB.LiX.ZhangQ. (2006). Overexpressing a NAM, ATAF, and CUC (NAC) transcription factor enhances drought resistance and salt tolerance in rice. *Proc. Natl. Acad. Sci. U.S.A.* 103 12987–12992. 10.1073/pnas.0604882103 16924117PMC1559740

[B23] Huanca-MamaniW.Arias-CarrascoR.Cárdenas-NinasivinchaS.Rojas-HerreraM.Sepúlveda-HermosillaG.Caris-MaldonadoJ. (2018). Long non-coding RNAs responsive to salt and boron stress in the hyper-arid Lluteno maize from Atacama desert. *Genes* 9:170. 10.3390/genes9030170 29558449PMC5867891

[B24] KangC.-H.JungW.KangY.KimJ.KimD.JeongJ. (2006). AtBAG6, a novel calmodulin-binding protein, induces programmed cell death in yeast and plants. *Cell Death Diff.* 13:84. 10.1038/sj.cdd.4401712 16003391

[B25] KangJ.-Y.ChoiH.-I.ImM.-Y.KimS. Y. (2002). *Arabidopsis* basic leucine zipper proteins that mediate stress-responsive abscisic acid signaling. *Plant Cell* 14 343–357. 10.1105/tpc.010362 11884679PMC152917

[B26] KimD.PerteaG.TrapnellC.PimentelH.KelleyR.SalzbergS. L. (2013). TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. *Genome Biol.* 14:R36. 10.1186/gb-2013-14-4-r36 23618408PMC4053844

[B27] KongL.ZhangY.YeZ.-Q.LiuX.-Q.ZhaoS.-Q.WeiL. (2007). CPC: assess the protein-coding potential of transcripts using sequence features and support vector machine. *Nucleic Acids Res.* 35(suppl. 2) W345–W349. 10.1093/nar/gkm391 17631615PMC1933232

[B28] KumarV.KhareT.ShriramV.WaniS. H. (2018). Plant small RNAs: the essential epigenetic regulators of gene expression for salt-stress responses and tolerance. *Plant Cell Rep.* 37 61–75. 10.1007/s00299-017-2210-4 28951953

[B29] LangmeadB.SalzbergS. L. (2012). Fast gapped-read alignment with Bowtie 2. *Nat. Methods* 9:357. 10.1038/nmeth.1923 22388286PMC3322381

[B30] LeznickiP.HighS. (2012). SGTA antagonizes BAG6-mediated protein triage. *Proc. Natl. Acad. Sci. U.S.A.* 109 19214–19219. 10.1073/pnas.1209997109 23129660PMC3511132

[B31] LiZ.AnX.ZhuT.YanT.WuS.TianY. (2019). Discovering and constructing ceRNA-miRNA-target gene regulatory networks during anther development in maize. *Int. J. Mol. Sci.* 20:3480. 10.3390/ijms20143480 31311189PMC6678786

[B32] LiangW.MaX.WanP.LiuL. (2018). Plant salt-tolerance mechanism: a review. *Biochem. Biophys. Res. Commun.* 495 286–291. 10.1016/j.bbrc.2017.11.043 29128358

[B33] MaorR. (2017). MicroRNA compositions and methods for enhancing plant resistance to abiotic stress. Google Patents.

[B34] MatsuiA.SekiM. (2019). “The involvement of long noncoding RNAs in response to plant stress,” in *Plant Long Non-Coding RNAs*, eds ChekanovaA. J.WangV. H.-L. (Berlin: Springer), 151–171. 10.1007/978-1-4939-9045-0_8 30945183

[B35] MengX.ZhangP.ChenQ.WangJ.ChenM. (2018). Identification and characterization of ncRNA-associated ceRNA networks in *Arabidopsis* leaf development. *BMC Genomics* 19:607. 10.1186/s12864-018-4993-2 30103673PMC6090674

[B36] MercerT. R.DingerM. E.MattickJ. S. (2009). Long non-coding RNAs: insights into functions. *Nat. Rev. Genet.* 10 155–159. 10.1038/nrg2521 19188922

[B37] MondalT. K.PandaA. K.RawalH. C.SharmaT. R. (2018). Discovery of microRNA-target modules of African rice (*Oryza glaberrima*) under salinity stress. *Sci. Rep.* 8:570. 10.1038/s41598-017-18206-z 29330361PMC5766505

[B38] MoskovitzJ.BerlettB. S.PostonJ. M.StadtmanE. R. (1997). The yeast peptide-methionine sulfoxide reductase functions as an antioxidant in vivo. *Proc. Natl. Acad. Sci. U.S.A.* 94 9585–9589. 10.1073/pnas.94.18.9585 9275166PMC23225

[B39] OhJ.-E.HongS.-W.LeeY.KohE.-J.KimK.SeoY. W. (2005). Modulation of gene expressions and enzyme activities of methionine sulfoxide reductases by cold, ABA or high salt treatments in *Arabidopsis*. *Plant Sci.* 169 1030–1036. 10.1016/j.plantsci.2005.05.033

[B40] PerteaM.PerteaG. M.AntonescuC. M.ChangT.-C.MendellJ. T.SalzbergS. L. (2015). StringTie enables improved reconstruction of a transcriptome from RNA-seq reads. *Nat. Biotechnol.* 33:290. 10.1038/nbt.3122 25690850PMC4643835

[B41] PowellB.GrahamL. A.StevensT. H. (2000). Molecular characterization of the yeast vacuolar H+-ATPase proton pore. *J. Biol. Chem.* 275 23654–23660. 10.1074/jbc.M004440200 10825180

[B42] QinT.XiongL. (2019). “Subcellular localization and functions of plant lncRNAs in drought and salt stress tolerance,” in *Plant Long Non-Coding RNAs*, eds ChekanovaA. J.WangV. H.-L. (Berlin: Springer), 173–186. 10.1007/978-1-4939-9045-0_9 30945184

[B43] QuJ.LiM.ZhongW.HuC. (2015). Competing endogenous RNA in cancer: a new pattern of gene expression regulation. *Int. J. Clin. Exp. Med.* 8 17110–17116.26770304PMC4694204

[B44] RizviA. Z.DhusiaK. (2019). Computational mapping of the differentially expressed gene-lncRNA pairs present at the root nodule developmental stages of *Arachis hypogaea*. *bioRxiv*[Preprint]

[B45] ScharfK.-D.BerberichT.EbersbergerI.NoverL. (2012). The plant heat stress transcription factor (Hsf) family: structure, function and evolution. *Biochim. Biophys. Acta* 1819 104–119. 10.1016/j.bbagrm.2011.10.002 22033015

[B46] SeitzH. (2009). Redefining microRNA targets. *Curr. Biol.* 19 870–873. 10.1016/j.cub.2009.03.059 19375315

[B47] ShiH.KimY.GuoY.StevensonB.ZhuJ.-K. (2003). The *Arabidopsis* SOS5 locus encodes a putative cell surface adhesion protein and is required for normal cell expansion. *Plant Cell* 15 19–32. 10.1105/tpc.007872 12509519PMC143448

[B48] SongJ.WangB. (2015). Using euhalophytes to understand salt tolerance and to develop saline agriculture: Suaeda salsa as a promising model. *Ann. Bot.* 115 541–553. 10.1093/aob/mcu194 25288631PMC4332605

[B49] SuiN.HanG. (2014). Salt-induced photoinhibition of PSII is alleviated in halophyte *Thellungiella halophila* by increases of unsaturated fatty acids in membrane lipids. *Acta Physiol. Plant.* 36 983–992. 10.1007/s11738-013-1477-5

[B50] SuiN.YangZ.LiuM.WangB. (2015). Identification and transcriptomic profiling of genes involved in increasing sugar content during salt stress in sweet sorghum leaves. *BMC Genomics* 16:534. 10.1186/s12864-015-1760-5 26186930PMC4506618

[B51] SwiezewskiS.LiuF.MagusinA.DeanC. (2009). Cold-induced silencing by long antisense transcripts of an *Arabidopsis* Polycomb target. *Nature* 462:799. 10.1038/nature08618 20010688

[B52] TariqM.PaszkowskiJ. (2004). DNA and histone methylation in plants. *Trends Genet.* 20 244–251. 10.1016/j.tig.2004.04.005 15145577

[B53] UedaM.SakoK.SekiM. (2018). “Regulation and modification of the epigenome for enhanced salinity tolerance in crop plants,” in *Salinity Responses and Tolerance in Plants*, Vol. 2 eds KumarV.WaniS. H.SuprasannaP.Tra006EL.-S. P. (Berlin: Springer), 77–91. 10.1007/978-3-319-90318-7_4

[B54] UnoY.FurihataT.AbeH.YoshidaR.ShinozakiK.Yamaguchi-ShinozakiK. (2000). *Arabidopsis* basic leucine zipper transcription factors involved in an abscisic acid-dependent signal transduction pathway under drought and high-salinity conditions. *Proc. Natl. Acad. Sci. U.S.A.* 97 11632–11637. 10.1073/pnas.190309197 11005831PMC17252

[B55] Vera-EstrellaR.BarklaB. J.García-RamírezL.PantojaO. (2005). Salt stress in *Thellungiella halophila* activates Na+ transport mechanisms required for salinity tolerance. *Plant Physiol.* 139 1507–1517. 10.1104/pp.105.067850 16244148PMC1283785

[B56] VissenbergK.FryS. C.VerbelenJ.-P. (2001). Root hair initiation is coupled to a highly localized increase of xyloglucan endotransglycosylase action in *Arabidopsis* roots. *Plant Physiol.* 127 1125–1135. 10.1104/pp.127.3.1125 11706192PMC129281

[B57] WangT.-Z.LiuM.ZhaoM.-G.ChenR.ZhangW.-H. (2015). Identification and characterization of long non-coding RNAs involved in osmotic and salt stress in *Medicago truncatula* using genome-wide high-throughput sequencing. *BMC Plant Biol.* 15:131. 10.1186/s12870-015-0530-5 26048392PMC4457090

[B58] WangZ.LiB.LiY.ZhaiX.DongY.DengM. (2018). Identification and characterization of long noncoding RNA in *Paulownia tomentosa* treated with methyl methane sulfonate. *Physiol. Mol. Biol. Plants* 24 325–334. 10.1007/s12298-018-0513-8 29515326PMC5834995

[B59] WasseneggerM.HeimesS.RiedelL.SängerH. L. (1994). RNA-directed de novo methylation of genomic sequences in plants. *Cell* 76 567–576. 10.1016/0092-8674(94)90119-8 8313476

[B60] WuH.-J.WangZ.-M.WangM.WangX.-J. (2013). Widespread long noncoding RNAs as endogenous target mimics for microRNAs in plants. *Plant Physiol.* 161 1875–1884. 10.1104/pp.113.215962 23429259PMC3613462

[B61] WuY.ThorneE. T.SharpR. E.CosgroveD. J. (2001). Modification of expansin transcript levels in the maize primary root at low water potentials. *Plant Physiol.* 126 1471–1479. 10.1104/pp.126.4.1471 11500546PMC117147

[B62] XinM.WangY.YaoY.SongN.HuZ.QinD. (2011). Identification and characterization of wheat long non-protein coding RNAs responsive to powdery mildew infection and heat stress by using microarray analysis and SBS sequencing. *BMC Plant Biol.* 11:61. 10.1186/1471-2229-11-61 21473757PMC3079642

[B63] YangZ.WangY.WeiX.ZhaoX.WangB.SuiN. (2017). Transcription profiles of genes related to hormonal regulations under salt stress in sweet sorghum. *Plant Mol. Biol. Rep.* 35 586–599. 10.1007/s11105-017-1047-x

[B64] YangZ.YangC.WangZ.YangZ.ChenD.WuY. (2019). LncRNA expression profile and ceRNA analysis in tomato during flowering. *PloS One* 14:e0210650. 10.1371/journal.pone.0210650 30653557PMC6336255

[B65] YangZ.ZhengH.WeiX.SongJ.WangB.SuiN. (2018). Transcriptome analysis of sweet *Sorghum* inbred lines differing in salt tolerance provides novel insights into salt exclusion by roots. *Plant Soil* 430 423–439. 10.1007/s11104-018-3736-0

[B66] YuanF.BingyingL.BaoshanW. (2016). Progress in studying salt secretion from the salt glands in recretohalophytes: how do plants secrete salt? *Front. Plant Sci.* 7:977. 10.3389/fpls.2016.00977 27446195PMC4927796

[B67] YvonneT.JohnR.Pier PaoloP. (2014). The multilayered complexity of ceRNA crosstalk and competition. *Nature* 505 344–352. 10.1038/nature12986 24429633PMC4113481

[B68] ZhangJ.WeiL.JiangJ.MasonA. S.LiH.CuiC. (2018). Genome-wide identification, putative functionality and interactions between lncRNAs and miRNAs in *Brassica* species. *Sci. Rep.* 8:4960. 10.1038/s41598-018-23334-1 29563515PMC5862966

[B69] ZhangL.ZhengY.JagadeeswaranG.LiY.GowduK.SunkarR. (2011). Identification and temporal expression analysis of conserved and novel microRNAs in *Sorghum*. *Genomics* 98 460–468. 10.1016/j.ygeno.2011.08.005 21907786

[B70] ZhangQ.ZhaoC.LiM.SunW.ZhaoY. (2013). Genome-wide identification of *Thellungiella salsuginea* microRNAs with putative roles in the salt stress response. *BMC Plant Biol.* 13:180. 10.1186/1471-2229-13-180 24237587PMC4225614

[B71] ZhangY.LiX.GoodrichJ.WuC.WeiH.YangS. (2016). Reduced function of the RNA-binding protein FPA rescues a T-DNA insertion mutant in the *Arabidopsis* ZHOUPI gene by promoting transcriptional read-through. *Plant Mol. Biol.* 91 549–561. 10.1007/s11103-016-0487-2 27164978

[B72] ZhuJ.DongC.-H.ZhuJ.-K. (2007). Interplay between cold-responsive gene regulation, metabolism and RNA processing during plant cold acclimation. *Curr. Opin. plant Biol.* 10 290–295. 10.1016/j.pbi.2007.04.010 17468037

# Supplementary material for: Comparative Transcriptome Analysis Reveals New lncRNAs Responding to Salt Stress in Sweet Sorghum
**Source:** Front Bioeng Biotechnol. 2020 Apr 15;8:331. doi: 10.3389/fbioe.2020.00331
**Supplement:** TABLE S1 — Primer sequences for qRT-PCR of 5 lncRNAs, 5 miRNAs and 14 mRNAs.

**Supplemental Table 1** Primer sequences for qRT-PCR of 5 lncRNAs, 5 miRNAs and 14 mRNAs.

**Supplemental Table 2** Statistical data of the RNA-seq reads for two samples.

| **Samples** | **Raw Data** | | **Valid Data** | | **Valid Ratio** | **Q20%** | **Q30%** | **GC content%** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | Read | Base | Read | Base |  |  |  |  |
| M-81E-CK | 90487489 | 13.57G | 89544103 | 13.43G | 98.96 | 99.85 | 98.71 | 52.67 |
| M-81E-salt | 89357725 | 13.4G | 88662485 | 13.3G | 99.21 | 99.71 | 96.77 | 52.5 |
| Roma-CK | 90841700 | 13.63G | 89279592 | 13.39G | 98.28 | 99.68 | 98.23 | 52.5 |
| Roma-salt | 92540189 | 13.88G | 90733094 | 13.61G | 98.05 | 99.55 | 98.06 | 53.17 |

**Supplemental Table 3** LncRNA-miRNA-mRNA relationship pairs and functional annotation of DEGs.

| **Strain** | **lncRNA** | **miRNA** | **Gene ID** | **chr** | **strand** | **start** | **end** | **Gene name** | **Log_2_(fc)** | **P value** | **Regulation** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **M-81E** | lncRNA13472 | sbi-MIR169b-p3 | SORBI-3010G218400 | chr10 | - | 56112585 | 56120718 | VHA-A | 1.869228 | 0.38316 | Up |
|  | lncRNA11310 | sbi-MIR5567-p3-2ss16CT17TC | SORBI-3001G158100 | chr1 | + | 12820997 | 12824714 | BPM1 | 1.249456 | 0.2817 | Up |
|  |  |  | SORBI-3001G223100 | chr1 | - | 21334060 | 21340341 | NPF5.2 | 1.043764 | 0.001697 | Up |
|  |  |  | SORBI-3002G237000 | chr2 | \| + \| \| --- \| | 62743579 | 62745574 | FLA1 | -1.964330 | 0.048565 | Down |
|  |  |  | SORBI-3002G302000 | chr2 | + | 67844329 | 67848475 | XTH31 | 1.222253 | 0.000263 | Up |
|  |  |  | SORBI-3003G327000 | chr3 | + | 65278175 | 65282100 | bZIP23 | inf | 0.050197 | Up |
|  |  |  | SORBI-3009G182800 | chr9 | - | 53632420 | 53636146 | bZIP23 | inf | 0.4084 | Up |
|  | lncRNA2846 | sbi-MIR5567-p5-2 | SORBI-3001G158100 | chr1 | + | 12820997 | 12824714 | BPM1 | 1.249456 | 0.2817 | Up |
|  |  |  | SORBI-3001G223100 | chr1 | - | 21334060 | 21340341 | NPF5.2 | 1.043764 | 0.001697 | Up |
|  |  |  | SORBI-3002G237000 | chr2 | + | 62743579 | 62745574 | FLA1 | -1.964330 | 0.048565 | Down |
|  |  |  | SORBI-3002G302000 | chr2 | + | 67844329 | 67848475 | XTH31 | 1.222253 | 0.000263 | Up |
|  |  |  | SORBI-3003G327000 | chr3 | + | 65278175 | 65282100 | bZIP23 | inf | 0.050197 | Up |
|  |  |  | SORBI-3004G116300 | chr4 | + | 12145243 | 12167088 | BAG6 | 2.324406 | 0.023039 | Up |
|  |  |  | SORBI-3004G302400 | chr4 | + | 64103336 | 64112306 | NAC007 | 1.488383 | 0.006880 | Up |
|  |  |  | SORBI-3006G123500 | chr6 | - | 48915680 | 48917326 | MSRA2-1 | 1.976440 | 0.26058 | Up |
|  |  |  | SORBI-3007G046900 | chr7 | - | 4684838 | 4688008 | BPM1 | 1.718159 | 0.49244 | Up |
|  |  |  | SORBI-3009G182800 | chr9 | - | 53632420 | 53636146 | bZIP23 | inf | 0.4084 | Up |
|  |  |  | SORBI-3009G208000 | chr9 | + | 55539190 | 55543184 | HSFA4D | -1.137883 | 0.038020 | Down |
|  |  |  | SORBI-3010G081800 | chr10 | + | 6998322 | 7004279 | bZIPTF23 | 2.427835 | 0.103978 | Up |
| **Roma** | lncRNA26929 | sbi-MIR5567-p5-2ss17CT18TC | SORBI-3003G327000 | chr3 | + | 65278175 | 65282100 | bZIP23 | 2.283570 | 0.42264 | Up |
|  |  |  | SORBI-3001G158100 | chr1 | + | 12820997 | 12824714 | BPM1 | 2.607521 | 0.2302 | Up |
|  |  |  | SORBI-3001G223100 | chr1 | - | 21334060 | 21340341 | NPF5.2 | -1.440500 | 0.29476 | Down |
|  | lncRNA14798 | PC-3p-270284-34 | SORBI-3009G042700 | chr9 | + | 4071948 | 4078347 | NHX2 | -1.713690 | 0.120721 | Down |

**Supplemental Table 4** Predicted lncRNAs in ceRNA networks.

| **lncRNA** | **class_code** | **chr** | **strand** | **start** | **end** | **length** | **log_2_(fc)** | **Pvalue** | **Regulation** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| lncRNA13472 | u | chr3 | . | 67264519 | 67267567 | 3049 | 1.16 | 0.00 | up |
| lncRNA11310 | u | chr3 | . | 10752043 | 10753294 | 1252 | 1.92 | 0.00 | up |
| lncRNA2846 | u | chr1 | - | 63170391 | 63172014 | 1624 | 1.60 | 0.23 | up |
| lncRNA26929 | u | chr9 | . | 57221184 | 57223432 | 2249 | -2.01 | 0.14 | down |
| lncRNA14798 | i | chr4 | . | 5613624 | 5614091 | 468 | -3.19 | 0.13 | down |

**Supplemental Table 5** Predicted miRNAs in ceRNA networks.

| **miRNA ID** | **miR-seq** | **chr** | **start** | **end** | **length** | **Sequence in miRbase** | **Regulation** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| sbi-MIR169b-p3 | TCTCCGGCAAGTTGTCCTTGG | chr10 | 56120427 | 56120528 | 21 | New | up |
| sbi-MIR5567-p3-2ss16CT17TC | AAATTTTTCAGATTCTCCGTCACA | chr2 | 15423539 | 15423589 | 24 | New | up |
| sbi-MIR5567-p5-2 | ATGCATGGAGTATTAAATATAGA | chr1 | 64615524 | 64615576 | 23 | New | up |
| sbi-MIR5567-p5-2ss17CT18TC | AAAATTTTTCAGATTCTCCGTC | chr4 | 45400269 | 45400403 | 22 | New | up |
| PC-3p-270284-34 | AGTTCCACTCCAATCCACACCAAC | chr6 | 50156858 | 50157004 | 24 | New | up |
|  |  | chr9 | 5575925 | 5576085 |  |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

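Root transcripts of M-81E, a sweet sorghum line that tolerates salt, and of Roma, a line that is sensitive to it, were measured in 12 libraries, 3 for each line without added NaCl (CK) and 3 for each line after 24 h with 150 mM NaCl (salt). Groups and replicate numbers were taken from the sample titles, which use the names given in the paper. The salt concentration was taken from the paper, because the sample labels do not give it. The paper describes libraries depleted of ribosomal RNA and sequenced in pairs with strand information, and separate small RNA libraries. The labels name only the kit that the paper gives for the small RNA libraries.

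The authors mapped the reads with Bowtie2 and TopHat2, assembled transcripts with StringTie, and deposited 1 table of FPKM values per locus. The paper's text gives no version for these tools and no name for the genome build. The table lists 34352 loci, with the FPKM of each library, the names of the annotated genes at the locus, GO terms and a description. Each FPKM column was matched to its sample by its name, and 0 columns were left unmatched. The table marks no locus as an lncRNA, so counts of differentially expressed lncRNAs were not made. No pair of libraries held identical values. Correlations of log2(FPKM + 1) were 0.933 to 0.949 between libraries of a condition, 0.911 to 0.935 between treatments of a line and 0.856 to 0.885 between lines. The first principal component held 40.4% of the variance and the next 11.3%. No sequencing batch is given in the labels or the paper.

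The deposited FPKM carry no read counts. The spacing of the values at 6289 loci with at most 0.3 FPKM was taken to reflect whole fragments and gave the depth of each library relative to M-81E-CK1, although not every such locus fell on whole steps. Tested on simulated data, this step recovered known depths with a largest error of 0.0039 on the log2 scale. Relative depth ranged from 0.814 to 1.041. No absolute depth, confidence interval or detection floor was computed, because the number of fragments behind an FPKM is not known. The paper's Supplemental Table 2 gives 90487489, 89357725, 90841700 and 92540189 raw reads for M-81E-CK, M-81E-salt, Roma-CK and Roma-salt.

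An FPKM of 0 can be an estimate that failed. In each condition, 2.49 to 2.82% of the loci with at least 1 FPKM in 2 libraries were listed at 0 in the remaining library. Where a group held a 0, the value of each library was given without a mean or an SD.

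Differential expression within each line was tested with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), with moderated variances that follow the mean (eBayes with a trend), for loci above 0 FPKM in at least 1 of the 6 libraries. A DEG had an unadjusted p under 0.05 and a log2 ratio of mean FPKM of at least 1 in size, computed without a pseudocount, after the thresholds of the paper. The paper used Ballgown, and its linear model was run as an alternative. Benjamini-Hochberg adjusted p-values were computed over the loci tested and, for the network loci, over the list of 14 targets and 5 lncRNAs. A difference in the salt response between the lines was tested as the interaction of line and treatment in a limma fit over the 12 libraries. Single loci were also compared by a two-sided exact permutation test over the 20 assignments of 6 libraries, whose smallest p is 0.1. Overlaps and the GO terms of DEGs were compared by Fisher's exact test with the loci tested as background, and the GO terms also among loci with any GO term. The targets of the network were compared with all loci that carry a GO term. The 9 GO terms of the table that mention salt or salinity were not pooled, and the count of salt-stress genes used "response to salt stress" alone. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

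The limma fits were tested on simulated data with the means and spread of the real loci, in which 200 loci of each line were changed by 1.5 on the log2 scale. The changed loci were drawn only from those with a mean of at least 5 FPKM in both lines. The shares recovered therefore do not describe loci with low FPKM, where most DEGs of both lines lie (61.6% and 51.6% have a mean under 1 FPKM). In M-81E (34321 loci), 88% of the changed loci met the thresholds for a DEG and 50.5% passed the adjusted p, and 5.51% of the unchanged loci had an unadjusted p under 0.05. In Roma (34316 loci), these shares were 91%, 48.5% and 5.42%. Unchanged loci made up 14.4% and 12.6% of those with an adjusted p under 0.05, and 19% for the interaction of line and treatment (34352 loci, 400 changed, 59.5% recovered). These shares are above the nominal 5% of the adjustment.

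The alternatives were a pseudocount of 0.1, loci with a mean of at least 1 FPKM, libraries rescaled to a common median, one prior variance for all loci, the linear model of Ballgown, a linear model without moderation, all 12 libraries in one fit, limma's log2 fold change as the fold threshold, the replicate number as a block, and each library left out in turn. The pairing for the block comes from the replicate numbers that CK and salt share in the labels. Before the rescaling, the median log2 ratio of a library to the mean of all libraries was -0.31 to -0.19 in M-81E and 0.04 to 0.22 in Roma, so levels were compared between lines both as deposited and after rescaling. Further settings were tried after the values had been seen, and are named as such where they are reported.

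The genes named are those the paper names and, in each line, the 3 up-regulated and 3 down-regulated DEGs with the largest limma log2 fold change among those with an adjusted p under 0.05 and no overlap between groups. For the interaction, the 2 loci with the largest difference in each direction were named. Small RNA libraries, qRT-PCR values and lncRNA annotations were not analysed here.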

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

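Each result here was a difference between M-81E and Roma in the response to salt, and of the tests below only that on loci switching between 0 and high values was chosen after the result was seen.

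The salt response differed between the lines at 621 of 34352 loci, by an adjusted p under 0.05 in limma's interaction of line and treatment over the 12 libraries. The response was larger in Roma at 348 loci and larger in M-81E at 273, where larger means a higher log2 fold change. An unadjusted p under 0.05 was obtained at 5173 loci. On simulated data, unchanged loci made up 19% of those passing this test. The libraries were also regrouped into 32 joint splits that part all same-numbered CK and salt libraries in both lines, and 2 of the 32 gave at least 621 loci, the real one included. That share is above the limit of 0.05 set beforehand. The other split exchanges CK and salt throughout Roma, so its interaction measures the response that the lines share, and it gave 2488 loci. None of the remaining 30 splits gave as many, and their counts ranged from 1 to 315. Another 30 splits, drawn from those that part fewer same-numbered libraries, gave 2 to 195 loci.

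Several technical explanations for the 621 genes with different salt responses in the 2 lines were weighed. If few fragments decided the calls, most of these loci would have low FPKM, and 38.8% of them (241 loci) had a mean under 1 FPKM. That share lay between the limits set beforehand for and against a difference in depth, so this test left the question open. With only loci of a mean of at least 1 FPKM fitted, 556 loci passed, 380 of them among the 621. These 380 are all of the 621 loci that the filter keeps, and the same libraries were fitted again. The overlap is therefore no separate test of few fragments, and no conclusion is drawn from it. If a few loci with high FPKM had shifted all others, rescaling the libraries to a common median would have lowered the count, and 610 loci passed after it, 527 of them shared with the 621. Entries listed at 0 beside expressed libraries occurred at 1.1% of these loci, compared with 8.4% of the loci tested. By the limits set beforehand this low share speaks against such entries as the cause. However, such an entry widens the spread of its locus and makes a call less likely, so the lower share by itself cannot decide the question. What the values do show is that 614 of the 621 loci hold no such entry. Zeros that fill a whole condition are not counted here. A locus listed at 0 in all 3 libraries of one condition and at 1 FPKM or more in all 3 of the other occurred at 19 of the 621. The biological explanation that the design offers is the difference in salt tolerance between the lines. It may contribute. At the 241 loci with a mean under 1 FPKM, the tests made here cannot tell it apart from a difference in depth. At the 380 loci with a mean of at least 1 FPKM, no test made here tied the response to salt tolerance.

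Of the network loci, lncRNA11310 passed the interaction test over all loci, with a log2 difference of -1.11 (standard error 0.20, limma adjusted p = 0.0267). All 3 M-81E-salt libraries were above the M-81E-CK libraries, whereas the Roma groups overlapped. NPF5.2 (SORBI_3001G223100) had a difference of -1.58 (standard error 0.47), XTH31 (SORBI_3002G302000) of -0.998 (standard error 0.26) and bZIPTF23 (SORBI_3010G081800) of 1.78 (standard error 0.39). Their adjusted limma p-values over all loci were 0.137, 0.0957 and 0.0572, and over the 19 network loci alone 0.0351, 0.0212 and 0.0116. The network is the paper's own selection from these libraries, so passing over that list shows no stability. For NPF5.2, Roma-CK3 had 24.2 FPKM beside 9.08 and 8.64 FPKM in the other CK libraries of Roma. None of these 4 loci is listed at 0 in any of the 12 libraries. No other technical explanation was tested for these loci one by one.

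The loci with the largest interactions were SORBI_3005G103900 and SORBI_3009G215700 toward Roma and SORBI_3009G165500 and SORBI_3003G246200 toward M-81E. SORBI_3009G215700, described as a late embryogenesis abundant protein 3, had an interaction of 4.68 (standard error 0.62, limma adjusted p = 0.00864). It rose in each line without overlap, to 16.4, 28.3 and 8.32 FPKM in M-81E-salt and to 334.9, 398.4 and 920.0 FPKM in Roma-salt. Its adjusted p was under 0.05 in 16 of 17 alternative fits, over a range of 0.00817 to 0.0804. SORBI_3005G103900 had an interaction of 4.72 (standard error 0.69, limma adjusted p = 0.0123), with 9.54, 11.1 and 7.28 FPKM in M-81E-CK, 1.26, 0 and 0 FPKM in M-81E-salt, 0, 0 and 0.545 FPKM in Roma-CK and 0.863, 6.21 and 3.52 FPKM in Roma-salt. It passed in 16 of 17 alternative fits, over a range of 0.00417 to 0.085.

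SORBI_3009G165500 had an interaction of -5.85 (standard error 1.11, limma adjusted p = 0.0344). It was listed at 0 in M-81E-CK and at 11.3, 7.63 and 8.16 FPKM in M-81E-salt, and at 13.0, 11.8 and 12.3 FPKM in Roma-CK and 0, 0 and 11.0 FPKM in Roma-salt. It passed in 5 of 17 alternative fits, over a range of 1.41e-06 to 0.13. SORBI_3003G246200 had an interaction of -5.25 (standard error 0.88, limma adjusted p = 0.0228). It was listed at 0 in M-81E-CK and at 8.13, 11.1 and 9.06 FPKM in M-81E-salt, and at 7.30, 0 and 5.05 FPKM in Roma-CK and 0 in Roma-salt. It passed in 12 of 17 alternative fits, over a range of 1.57e-05 to 0.116. Both loci hold a 0 beside several FPKM within a Roma group. Such a switch may reflect the estimate of the locus and not the treatment, since of the 27 loci called with one condition at 0 that had a mean of at least 1 FPKM in the other line, 92.6% had a 0 beside at least 1 FPKM within a condition of that line. For these loci the line cannot be told apart from that explanation.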

How the results depend on the processing

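The alternatives were chosen before the data were examined, apart from those named as added, and no test in this part was chosen only after its result was seen. The cause of each change below was not tested.

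Of differentially expressed genes, M-81E had 2117, and 2102 with a pseudocount of 0.1, 2137 with the libraries rescaled to a common median, 1784 with one prior variance, 1482 with Ballgown's linear model, 1676 with the linear model without moderation and 2106 with all 12 libraries in one fit. Of differentially expressed genes, Roma had 3096, and 3085, 3089, 2699, 2196, 2551 and 3602 in the same order. These counts stayed within 1.5 times. With loci of a mean of at least 1 FPKM the counts were 819 in M-81E and 1520 in Roma, of which 813 and 1497 were among the DEGs of all loci. With limma's log2 fold change for the fold threshold they were 471 and 990.

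Of genes with an adjusted p under 0.05, M-81E had 266. Of genes with an adjusted p under 0.05, Roma had 587. These counts depended more on the model. They were 293 and 686 with a pseudocount of 0.1 and 284 and 733 with rescaled libraries, but 422 and 1003 with a mean of at least 1 FPKM, 576 and 970 with one prior variance, 19 and 27 with Ballgown's linear model, 128 and 126 with the linear model without moderation, and 875 and 2607 with all 12 libraries in one fit. The genes with different salt responses in the 2 lines numbered 621, and 471 to 810 with a pseudocount of 0.1, a mean of at least 1 FPKM, rescaled libraries or one prior variance.

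With the replicate number as a block, 2 loci in M-81E and 0 in Roma had an adjusted p under 0.05, beside 4218 and 4334 loci at an unadjusted p under 0.05, compared with 4934 and 5768 without the block. Of differentially expressed genes, M-81E had 2013 under the block, 1783 of them shared with those found without it. Of differentially expressed genes, Roma had 2799 under the block, 2588 of them shared. The genes with different salt responses in the 2 lines numbered 19 under the block, 18 of them among the 621, beside 4512 loci at an unadjusted p under 0.05. As a check of the pairing, the deviations of same-numbered CK and salt libraries from their group means were correlated by -0.022, -0.01 and 0.033 in M-81E and by -0.002, -0.077 and -0.069 in Roma, so same-numbered libraries were not seen to deviate together. Of the network pairs called without the block, lncRNA14798 in Roma was not called with it.

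Genes called in both lines in the same direction numbered 390, and 174 with a mean of at least 1 FPKM, 231 with Ballgown's linear model and 102 with limma's log2 fold change for the threshold. Genes called in opposite directions numbered 78, and 30, 45 and 20 under these settings, and 49 with the linear model without moderation. DEGs of M-81E with a salt stress term numbered 12, and 6 with a mean of at least 1 FPKM and 3 with limma's log2 fold change. Those of Roma numbered 39, and 25 with Ballgown's linear model and 20 with limma's log2 fold change. Of the 22 network pairs, 6 were called, and 4 to 7 under the alternatives that keep all libraries, except that 5 of the 6 were not called with limma's log2 fold change for the threshold. The actin loci were not called in either line under any alternative run.

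Across the 6 fits that each left out one replicate of a line, the adjusted p was under 0.05 at 96 to 200 loci in M-81E and at 77 to 252 in Roma. DEGs ranged from 2131 to 2443 and from 2824 to 3186. Across 12 such fits, the loci with different salt responses ranged from 292 to 598, genes with the same direction from 350 to 410, genes with opposite directions from 73 to 94 and called network pairs from 5 to 9. DEGs with a salt stress term ranged from 13 to 18 in M-81E and from 29 to 45 in Roma.

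The direction reversed for 3 single loci. The log2 ratio of HSFA4D (SORBI_3009G208000) in M-81E ranged from -0.041 to 0.176 and was negative without M-81E-CK replicate 1. That of NHX2 (SORBI_3009G042700) in Roma ranged from -0.037 to 0.222 and was -0.005 without Roma-CK replicate 3 and -0.037 without Roma-salt replicate 3. That of actin SORBI_3009G005900 in Roma ranged from -0.084 to 0.009, the latter without Roma-CK replicate 2. Of 45 results for single loci, 21 kept their direction and their side of the adjusted threshold under every alternative run, 18 kept their direction but did not pass the threshold under at least one, 3 passed it only under an alternative and 3 reversed. All 22 counts of Venn parts and GO terms changed by more than 1.5 times under at least one alternative.

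Settings added after the values had been seen combined a model with a filter on FPKM and on annotation. The linear model on FPKM without a log gave 94 and 98 loci with an adjusted p under 0.05 in M-81E and Roma, 253 genes with the same direction in both lines and 43 with opposite directions. Counts that moved by more than 1.5 times are given next, first of differentially expressed genes, M-81E, and then of differentially expressed genes, Roma. The linear model without moderation gave 1044 and 1641 for GO terms without an FPKM filter. With a mean of at least 0.1 FPKM, it gave 1375 (M-81E) for all loci, 1139 and 1895 for SORBI names and 866 and 1434 for GO terms. With a mean of at least 0.5 FPKM, it gave 973 and 1674 for all loci, 784 and 1432 for SORBI names and 636 and 1161 for GO terms. With a mean of at least 1 FPKM, it gave 667 and 1257 for all loci, 580 and 1153 for SORBI names and 496 and 976 for GO terms. Ballgown's linear model gave 1262 and 1925 for SORBI names and 926 and 1402 for GO terms without an FPKM filter. At a mean of at least 0.1 FPKM, it gave 1235 and 1908 for all loci, 1039 and 1655 for SORBI names and 785 and 1237 for GO terms. At a mean of at least 0.5 FPKM, it gave 885 and 1428 for all loci, 730 and 1242 for SORBI names and 591 and 992 for GO terms. At a mean of at least 1 FPKM, it gave 616 and 1089 for all loci, 549 and 1014 for SORBI names and 470 and 846 for GO terms. The linear model on FPKM without a log gave 1408 (M-81E) for SORBI names and 1027 and 1549 for GO terms without an FPKM filter. For a mean of at least 0.1 FPKM, it gave 1350 (M-81E) for all loci, 1135 and 1795 for SORBI names and 853 and 1347 for GO terms. For a mean of at least 0.5 FPKM, it gave 967 and 1561 for all loci, 794 and 1347 for SORBI names and 632 and 1081 for GO terms. For a mean of at least 1 FPKM, it gave 676 and 1173 for all loci, 600 and 1087 for SORBI names and 500 and 909 for GO terms.

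The deepest library held 1.279 times the relative depth of the shallowest, and no absolute depth is known. DEGs with a mean under 1 FPKM made up 61.6% in M-81E and 51.6% in Roma, and their values cannot be given a counting error. The counts of differentially expressed lncRNAs were not run, because the table marks no lncRNAs.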

Differences from the paper's values

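No test in this part was chosen only after its result was seen, and settings chosen after seeing the values are named as such.

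The number of DEGs in M-81E was 2117, against the paper's 714. Among the alternatives set before the data were examined, only the one with a mean of at least 1 FPKM came within 1.5 times of the paper's count, with 819. Up-regulated DEGs numbered 989 against the paper's 293, and 339 with a mean of at least 1 FPKM. Down-regulated DEGs numbered 1128 against the paper's 421, and 480 with a mean of at least 1 FPKM and 290 with limma's log2 fold change for the threshold. In Roma, DEGs numbered 3096 against the paper's 1331, and 1520 and 990 under these 2 alternatives. Up-regulated DEGs of Roma numbered 1663 against the paper's 623, and 709 and 463 under them. Down-regulated DEGs of Roma numbered 1433 against the paper's 708, and 811 and 527 under them. The other alternatives set before the data were examined did not close these gaps.

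Genes up-regulated only in M-81E numbered 766 against the paper's 228, and 258 with a mean of at least 1 FPKM. Those up-regulated only in Roma numbered 1446 against the paper's 588, and 634 with that mean and 424 with limma's log2 fold change. Those up-regulated in both lines numbered 181 against the paper's 47, and 63 and 33 under these 2 alternatives. Genes down-regulated only in M-81E numbered 883 against the paper's 331, and 357 with a mean of at least 1 FPKM. Those down-regulated only in Roma numbered 1182 against the paper's 611, and 682 with that mean, 444 with limma's log2 fold change and 899 without Roma-salt replicate 3. Those down-regulated in both lines numbered 209 against the paper's 97, and 111 with that mean, 134 with Ballgown's linear model and 69 with limma's log2 fold change. Genes down-regulated in M-81E and up-regulated in Roma numbered 36 against the paper's 13, and 12 with a mean of at least 1 FPKM and 19 with Ballgown's linear model. For each of these parts, the remaining alternatives set before the data were examined left the gap open.

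A further 36 settings, chosen after seeing the values, combined the model with a filter on FPKM or on annotation. They gave 470 to 2062 DEGs in M-81E and 846 to 3025 in Roma, and 24 of them were within 1.5 times of the paper's counts in both lines. The closest to the paper's 714 was 730, from Ballgown's linear model with a mean of at least 0.5 FPKM and a SORBI name. The closest to the paper's 1331 was 1347, from the linear model on FPKM without a log, both with a mean of at least 0.1 FPKM and a GO term and with a mean of at least 0.5 FPKM and a SORBI name. With each of the 3 models, that is Ballgown's linear model, the linear model without moderation and the linear model on FPKM without a log, the settings within 1.5 times in both lines were a GO term alone, a mean of at least 0.1 FPKM with a GO term, every filter with a mean of at least 0.5 FPKM, and every filter with a mean of at least 1 FPKM except that of Ballgown's model with a GO term. Ballgown's model with a mean of at least 0.1 FPKM and a SORBI name was also within 1.5 times in both lines. In Roma alone this held for Ballgown's model with a SORBI name, for Ballgown's model with a mean of at least 0.1 FPKM, and for the other models with that mean and a SORBI name. All of these were chosen after seeing the values.

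The log2 ratio of VHA-A (SORBI_3010G218400) in M-81E was -0.71, against the paper's 1.869228 in its Supplemental Table 3, and no alternative set before the data were examined changed its direction. For NPF5.2 (SORBI_3001G223100) in M-81E it was 0.84 against the paper's 1.043764, and 0.90 without M-81E-CK replicate 2, the only alternative that closed the gap. For BAG6 (SORBI_3004G116300) in M-81E it was 1.66 against the paper's 2.324406, for HSFA4D (SORBI_3009G208000) in M-81E 0.051 against the paper's -1.137883, and for bZIPTF23 (SORBI_3010G081800) in M-81E 1.06 against the paper's 2.427835. For NHX2 (SORBI_3009G042700) in Roma it was 0.10 against the paper's -1.713690. None of the alternatives set before the data were examined closed these 4 gaps. For SORBI_3009G182800 in M-81E the log2 ratio was 0.51, and the paper's Supplemental Table 3 gives an infinite ratio. The whole locus had 127.7 to 167.8 FPKM in M-81E-CK, and an infinite ratio cannot come from these values. For each of these loci the deposited table lists several transcripts, from 3 to 7. In the 5 pairs of a target and a line with a single transcript, the log2 ratio equalled the paper's. It also did for SORBI_3003G327000 in Roma, at a locus with 3 transcripts. The paper's p-values were within 5% of those of a linear model on FPKM without a log for 4 of the 5 pairs with a single transcript. This held for 0 of the 12 pairs with several transcripts. The gaps above may therefore set a part of a locus against the whole. Whether the paper's values are those of single transcripts was not tested, because the deposited FPKM are per locus.

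The paper treats all 14 targets and 5 lncRNAs as differentially expressed, and 6 of the 22 pairs met the thresholds here. Others met them under single alternatives set before the data were examined. NPF5.2 in Roma was called down-regulated with all 12 libraries in one fit, and NAC007 (SORBI_3004G302400) in M-81E up-regulated in that fit and without M-81E-salt replicate 3. The bZIPTF23 locus in M-81E was called up-regulated without M-81E-salt replicate 3, BPM1 at SORBI_3001G158100 in Roma up-regulated without Roma-salt replicate 3, and lncRNA26929 in Roma down-regulated without Roma-CK replicate 3. SORBI_3003G327000 in M-81E, listed at 0 in CK, was called up-regulated with Ballgown's linear model and with the linear model without moderation, and also with the linear model on FPKM without a log, which was chosen after seeing the values. VHA-A in M-81E was called down-regulated without M-81E-salt replicate 3, the direction opposite to the paper's.

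The paper places "ATP binding" among the leading molecular function terms of M-81E, and here "ATP binding" was carried by 65 DEGs of M-81E, fewer than "protein binding" and "transcription factor activity, sequence-specific DNA binding" with 74 each. The paper states that lncRNA13472 was expressed at a higher level in M-81E than in Roma. That statement may refer to the fold change and not to the level. The log2 ratio of lncRNA13472 here was 1.16 in M-81E and 0.75 in Roma, without a difference in limma's interaction test (adjusted p = 0.781). Here its mean FPKM as deposited was 0.649 in M-81E-CK and 1.14 in Roma-CK, and 1.45 in M-81E-salt and 1.92 in Roma-salt, with no overlap between the lines in either treatment, and after rescaling of the libraries the lines overlapped in both. For M-81E, Fig. 6A of the paper shows the log2 fold change of lncRNA13472 at about 1.9 and that of lncRNA11310 at about 1.2, read by eye, whereas the log2 ratios were 1.16 and 1.92 here. The paper states that lncRNA2846 fell in Roma, where here a single library of each treatment was above 0. It states that lncRNA11310 fell in Roma, where the ratio of -0.33 was within the spread of the libraries (limma adjusted p = 0.668).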

Other observations

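The tests on depth behind entries at 0, on whole fragments behind the lowest values and on loci that switch between 0 and high values were chosen only after the result was seen, as were the 2 loci given as examples of entries at 0 and the count of V-type ATPase loci in Roma.

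The 6 libraries of a line can be divided into groups of 3 in 10 ways, of which 4 part all same-numbered libraries and the other 6 keep some of them together. The real split gave the most DEGs, 1 of the 4 in each line, but with so few splits the share cannot fall under 0.05. In M-81E, the other 3 such splits gave 631 to 782 DEGs against 2117, and 4 to 19 loci with an adjusted p under 0.05 against 266. In Roma they gave 656 to 700 DEGs against 3096, and 7 to 20 loci against 587. The splits that keep same-numbered libraries together gave 616 to 837 DEGs in M-81E and 602 to 731 in Roma. For DEGs with a salt stress term, the real split was also 1 of 4 in each line, with 1 to 5 in M-81E and 1 to 6 in Roma under the other 3 splits. The splits that keep some same-numbered libraries together gave 3 to 11 such DEGs in M-81E, against 12 for the real split, and 3 to 7 in Roma, against 39. Groupings that mix CK and salt libraries thus gave 602 to 837 DEGs by the unadjusted p and the fold threshold. Among the 32 joint splits of both lines, the real split alone gave at least 390 genes with the same direction in both lines, 1 of 32. For genes with opposite directions, 2 of 32 gave at least 78, and the other was the split that exchanges CK and salt in Roma, which turns shared into opposite responses (390). The remaining 30 splits gave 8 to 56 genes.

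Genes called in a single line may also respond in the other line without passing the thresholds there. Of 2628 genes called in Roma only, 2496 had a value other than 0 for the M-81E fold change, and 60.8% of these had the same sign in M-81E. The other 9 splits of the M-81E libraries gave at most 55.4%. Of the genes called in M-81E only, 60.1% had the same sign in Roma. The share passed the limit set beforehand by a small margin, so part of the genes called in one line only is a candidate for a shared response, as a hypothesis.

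Loci listed at 0 beside expressed libraries of the same condition were common, with 1657 entries where both other libraries had at least 1 FPKM. If low depth explained them, they would be confined to low FPKM, but 89 entries lay beside at least 50 FPKM in both other libraries. If the fragments had been assigned to the neighbouring StringTie locus, that locus would be highest in the library with the 0, and it was so in 32.1% of cases against 31.2% for control loci. Neither explanation is in line with these shares, and the cause was not found. At SORBI_3006G221200, described as a ribosomal protein, Roma-salt1 is listed at 0, and the other 5 Roma libraries are listed at 138.4 to 184.4 FPKM. The locus named Plant_SRP is listed at 0 in all M-81E libraries, in Roma-CK2 and in Roma-salt3, and at 5611, 16350, 20280 and 18870 FPKM in the other 4 Roma libraries. No biological explanation was tested for these entries.

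The DEGs with one condition at 0 in all 3 libraries and the other at 1 FPKM or more in all 3 numbered 22 in M-81E and 25 in Roma. Of the 27 that had a mean of at least 1 FPKM in the other line, 25 (92.6%) had a 0 beside at least 1 FPKM within a condition of that line, against 5.4% of all loci with such a mean. A candidate explanation is that the estimate of these loci switches between 0 and a high value independently of the salt treatment. A response to salt in one line only cannot be told apart from such switching at these loci, and a sequence variant of either line against the reference was not tested.

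VHA-A (SORBI_3010G218400) was lower in M-81E-salt, and a fall of the V-type ATPase genes in general would lower other loci with such a GO term. Of 19 other loci with a V-type ATPase term, 7 were lower in M-81E-salt as deposited and 8 after rescaling of the libraries, with a median log2 fold change of 0.06 and 0.02. A shared fall was not seen in M-81E. In Roma, 13 of the 19 loci were lower in salt, both as deposited and after rescaling, with a median log2 fold change of -0.06 in each case, and VHA-A had a log2 ratio of -0.46. A difference between the lines was not tested for the 19 loci together. In the paper's supplemental tables, sbi-MIR169b-p3 lies on chromosome 10 from 56120427 to 56120528, inside the interval given for VHA-A, and neither table names the genome build.

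The targets with the lowest FPKM may rest on a few fragments. At 2 of 3 such loci, the M-81E values corrected for relative depth were whole multiples of one step. For SORBI_3001G158100 the steps were 5 in CK and 12 in salt, and for SORBI_3003G327000 they were 0 and 3. MSRA2-1 (SORBI_3006G123500) did not fall on whole steps, so the question was left open for the group.

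The p-values of the paper's Supplemental Table 3 were compared with those of a linear model on FPKM without a log. They were within 5% of each other for 4 of 5 pairs of a target and a line in which the deposited table lists a single transcript at the locus, and for 0 of 12 pairs in which it lists several. In Fig. 1C of the paper, the parts of the Venn diagram sum to 306 up-regulated and 441 down-regulated genes in M-81E and to 648 and 739 in Roma, whereas the paper's text gives totals of 293, 421, 623 and 708. The paper's text on qRT-PCR in Roma gives the identifier SORBI_3001G042700 where its Supplemental Table 3 lists SORBI_3009G042700.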
